# Super-enhancer-associated INSM2 regulates lipid metabolism by modulating mTOR signaling pathway in neuroblastoma

**DOI:** 10.1186/s13578-022-00895-3

**Published:** 2022-09-16

**Authors:** Haibo Cao, Ran Zhuo, Zimu Zhang, Jianwei Wang, Yanfang Tao, Randong Yang, Xinyi Guo, Yanling Chen, Siqi Jia, Ye Yao, Pengcheng Yang, Juanjuan Yu, Wanyan Jiao, Xiaolu Li, Fang Fang, Yi Xie, Gen Li, Di Wu, Hairong Wang, Chenxi Feng, Yunyun Xu, Zhiheng Li, Jian Pan, Jian Wang

**Keywords:** Super-enhancer, INSM2, Lipid metabolism, Neuroblastoma, mTOR, SREBP1

## Abstract

**Background:**

Abnormal lipid metabolism is one of the most prominent metabolic changes in cancer. Studies have shown that lipid metabolism also plays an important role in neuroblastoma. We recently discovered that the insulinoma-associated 2 gene (INSM2) could regulate lipid metabolism in neuroblastoma (NB) and is improperly controlled by super enhancers, a mammalian genome region that has been shown to control the expression of NB cell identity genes. However, the specific molecular pathways by which INSM2 leads to NB disease development are unknown.

**Results:**

We identified INSM2 as a gene regulated by super enhancers in NB. In addition, INSM2 expression levels were significantly upregulated in NB and correlated with poor prognosis in patients. We found that INSM2 drives the growth of NB cell lines both in vitro and in vivo. Knocking down INSM2 inhibited fatty acid metabolism in NB cells. Mechanistically, INSM2 regulates the expression of SREBP1 by regulating the mTOR signaling pathway, which in turn affects lipid metabolism, thereby mediating the occurrence and development of neuroblastoma.

**Conclusion:**

INSM2 as a super-enhancer-associated gene could regulates lipid metabolism by modulating mTOR signaling pathway in neuroblastoma.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-022-00895-3.

## Background

Neuroblastoma(NB) is a frequent solid tumor in children. Its clinical manifestations are diverse. This characteristic depends on the biological characteristics of the tumor to a great extent [1]. Studies have shown that NB originates from the precursor cells of sympathetic adrenal system derived from neural crest, which is easy to occur in boys, and is highly related to ethnic differences. The genetic and epigenetic basis of this phenomenon is still unclear [2]. The clinical manifestations of NB are specific. NB frequently regresses spontaneously in patients 18 months of age, and with increasing age, it manifests as rapid progression or even death [3]. With advances in gene sequencing technologies and improved bioinformatics tools, it has gradually emerged that heterogeneity in NB heterogeneity can be explained by some repeated molecular abnormalities. These genomic alterations include MYCN amplification, ALK mutations, and chromosome copy number aberrations [4]. Variants in these genomes maintain the biology of the NB.

Enhancers are segments of DNA sequence on the genome that affect cell fate by regulating the precise spatiotemporal expression of targeted genes during cell development and differentiation, and they are important cis-acting regulatory elements for multicellular organisms’ cell identity and development processes.In 2013, the Richard A. Young laboratory proposed the concept of super-enhancers (SEs) based on research on enhancers at the time [5]. The large cluster of transcriptionally active enhancers enriched with a high density of key transcription factors (Master transcription factors), cofactors (Cofactors), and enhancer apparent modification markers (Histone modification marks) can explain cell type-specific expression patterns. It has demonstrated significant promise in the pathogenesis of developmental biology and cancer [6, 7]. The identification of super-enhancers was based on differences in the strength of the binding levels of enhancer transcriptionally active marker molecules, including cofactors (e.g., Mediator and cohesin), histone modification markers (e.g., H3K27Ac and H3K4me1), chromatin-modifying molecules (e.g., p300), etc. [6, 7]. Therefore, Hnisz et al. further analyzed whether other molecular markers of enhancers could be applied to the identification of super-enhancers, showing that H3K27Ac is the best choice for the further identification of super-enhancers of 86 human cells and tissues, including diseases such as tumors[7]. In different tumors [6], including neuroblastoma (NB) [8–10], super-enhancers are frequently abundant at critical oncogenes. Recent research suggests that super-enhancer-associated genes such HAND2, MEIS2, GATA3, and PHOX2B play a growing role in NB cell identity [11–13]. In previous studies, we performed Chip-seq testing on neuroblastoma cell lines against histone H3K27Ac, screened a series of possible NB-associated super-enhancers and the genes most likely regulated by them, and studied them deeply.

The insulinoma-associated 2 gene (INSM2), also known as IA-6 or MLT1. Previous studies showed that it was closely associated with the differentiation of pancreatic endocrine cells [14]. But how it works in the human NB has not yet been reported.

Emerging evidence showed that the level of lipid synthesis was increased significantly in human cancer cells to meet the demand for the enhanced membrane biogenesis [15, 16]. The utilization and storage of lipids by malignant tumor cells is also elevated [17]. Targeted modulation of lipid metabolism pathways may have great clinical implications in anti-cancer therapy [18]. As a result, tackling the molecular basis of lipid metabolism in neuroblastoma cells could provide clues for targeted interventional therapy. In this study, we verified a new super enhancer-regulated gene INSM2 which is highly expressed in clinical NB specimens. INSM2 could affect lipid synthesis in NB cells by modulating mTOR signaling pathway, and affect cell survival and expansion by regulating some key genes such as MYCN [19, 20] and ANXA2 [21] in NB cells. The molecular foundation of INSM2 regulating fatty acid metabolism in NB was first demonstrated in our study.

## Results

### Identification of INSM2 as a super-enhancer-associated gene in NB

First, we performed H3K27Ac analysis on ChIP-seq datasets from six neuroblastoma cell lines(SK-N-BE(2), CLB-GA, NB-EBc1, SJNB1, N206, SK-N-AS). We sorted all putative enhancers by increasing H3K27Ac signal and filtered out enhancers with substantial H3K27Ac enrichment using these data. The result showed that INSM2 and a number of known NB oncogenes such as PHOX2B, MEIS2, GATA3 and HAND2 [11] were enriched (Fig. 1A). Following that, we found three potential INSM2 enhancers (E1, E2 and E3) (Fig. 1B). These enhancer elements were then cloned into the pGL3-promoter luciferase reporter vector, which was then transfected into SK-N-BE(2) cells, along with a control region. The Luciferase reporter assay showed robust luciferase reporter activities of E2 and E3, but weak activity of E1 (Fig. 1C), consistent with the high H3K27Ac signal in E2 and E3, but not in E1. BRD4 is an epigenetic regulator known to have a role in cancer super-enhancer assembly and transcriptional control [22, 23]. GNE987 and MZ1 disrupted the binding of BRD4 to acetylated chromatin, thereby inhibiting cancer growth and inducing apoptosis. We therefore analyzed INSM2 expression following GNE987 and MZ1 treatment in NB cells. qPCR showed that the expression of INSM2 significantly decreased in SK-N-BE(2) cells treated with GNE987 and MZ1 (Fig. 1D).

**Fig. 1:**
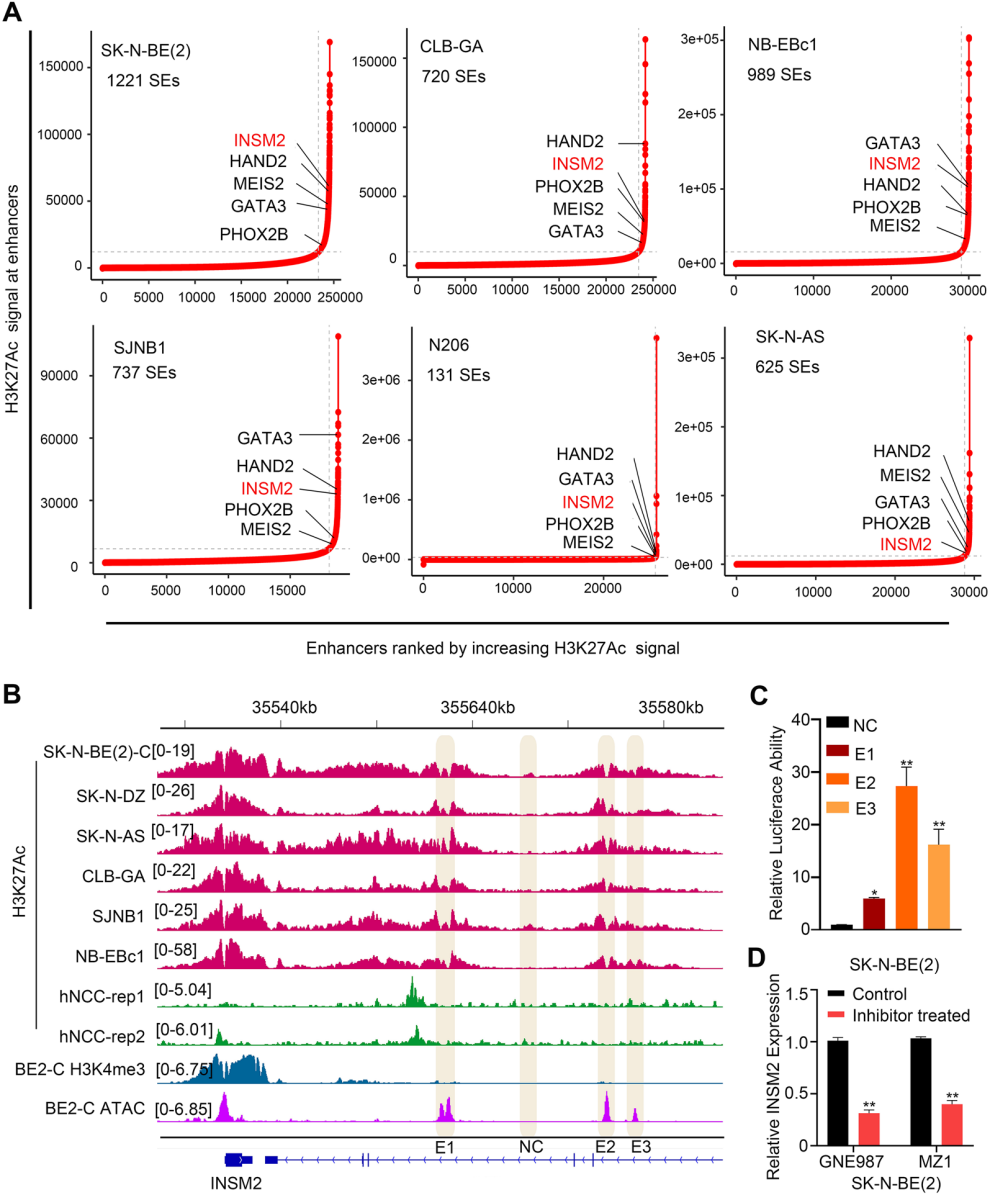
Identification of INSM2 as a super-enhancer-associated gene in NB.** A** Enhancers were ranked by increasing H3K27Ac signal in 6 NB cell lines. The hockey stick plots shown genes associated with super-enhancers. **B** The ChIP-seq gene tracks represent the H3K27Ac signal in NB cell lines, and neural crest cells, while the last two tracks represent H3K4me3 and ATAC signals in BE(2)-C at the INSM2 gene loci. The y-axis represents the total number of mapped reads per million, while the x-axis represents the linear sequence of genomic DNA. **C** Activity of the dual luciferase reporter vector containing NC or super- enhancer motifs that were transfected into SK-N-BE(2) cells. **D** q-PCR of INSM2 expression in SK-N-BE(2) cells treated with GNE987 and MZ1. GAPDH served as an internal reference. Unpaired two-sided t-test was used for the analysis in **C**. ns, not significant; *P < 0.05; **P < 0.01. The data are based on three separate experiments

### INSM2 is highly expressed in NB

Based on our screening experiments, we predicted that the INSM2 gene may play an important role in NB. Therefore, we next investigated whether gene and protein expression levels of INSM2 are associated with NB in cellular and clinical samples. We retrieved INSM2 mRNA expression data from more than 40 tumor cell lines (data from CCLE) and found that NB had the highest INSM2 expression (Fig. 2A). Next, we compared the expression of INSM2 in human normal neural crest cells and four different neuroblastoma cohorts. We found that the expression of INSM2 in neuroblastoma was much higher than that in normal neural crest cells (Fig. 2B). For a more objective comparison, we found a recent study [24] which performed RNA-Seq on ganglioneuroma (GN) and NB samples. We analyzed the data (GSE147635) and found that INSM2 was also significantly highly expressed in NB in comparison to GN samples (Additional file 1: Fig. S1). We also used western blotting to quantify the protein expression of INSM2. As Western blot shows, INSM2 protein is specifically expressed in NB cell lines (SK-N-BE(2) and SK-N-SH) compared to multiple tumor cell lines (Fig. 2C). These results clearly show that INSM2 is elevated in NB and may behave as a potential oncogene. As a result, we investigated INSM2’s function in NB further.

**Fig. 2:**
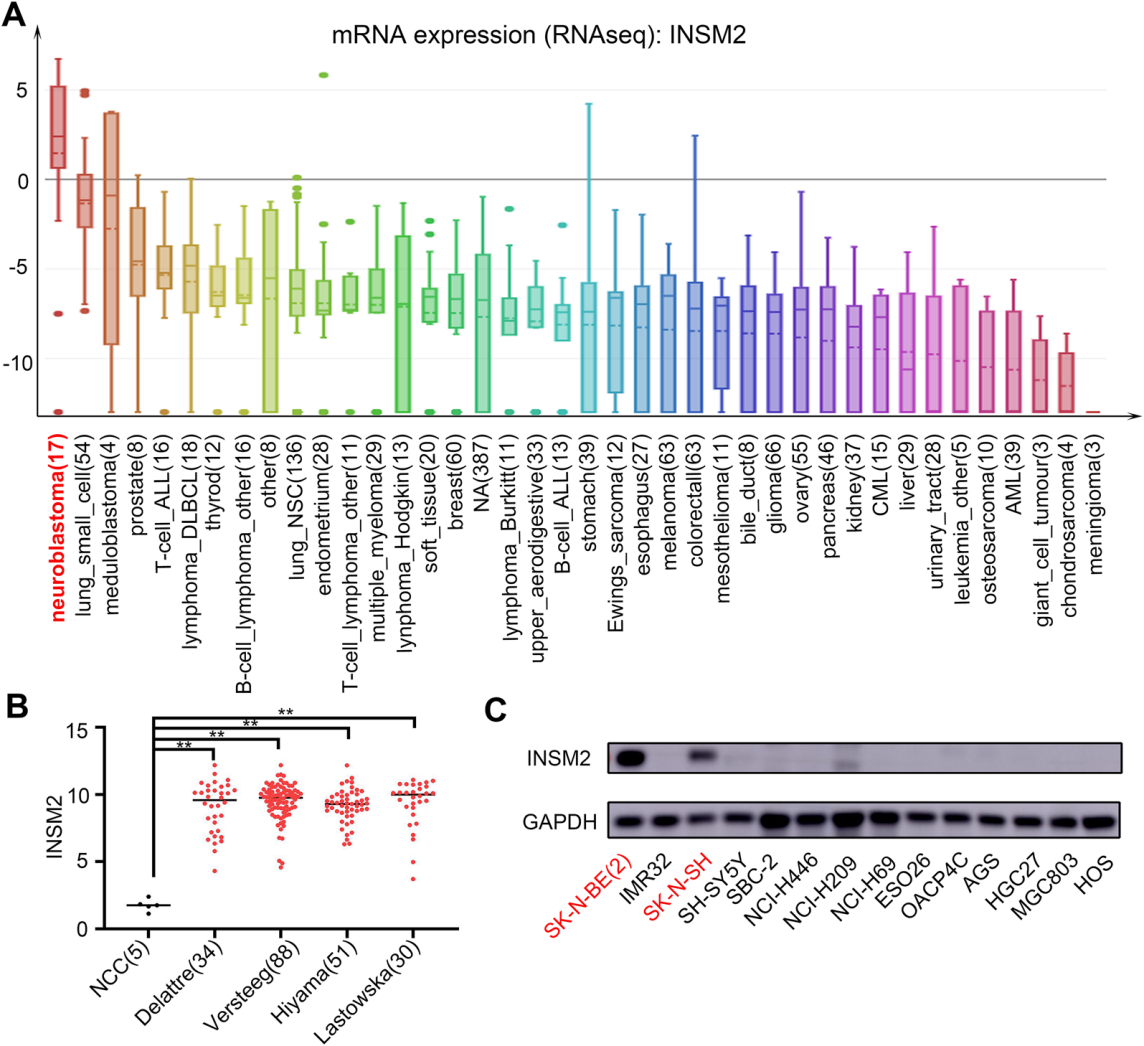
INSM2 is highly expressed in NB. **A** Data retrieved from the CCLE project depicting mRNA expression of INSM2 across various types of human cancer cells. **B** The expression of INSM2 in normal human trunk neural crest (NCC, GSE14340, *n* = 5) and four different neuroblastoma cohorts (GSE14880, *n* = 34; GSE16476, *n* = 88; GSE16237, *n* = 51; GSE13136, *n* = 30). y-Axis represents the normalized log2 expression value. Data are represented as mean ± SD. **P < 0.01. **C** Western blot indicating the expression of INSM2 in NB cell lines and in cell lines of other tumors

### NB cell growth is inhibited after knockdown of INSM2 ***in vitro*** and ***in vivo***

We investigated INSM2 function by knocking down its expression in NB cell lines and confirming knockdown efficacy using qPCR (Fig. 3A) and western blotting (Fig. 3B). As seen under the microscope, the knockdown of INSM2 resulted in a significant inhibition of cell proliferation in two NB cell lines (Fig. 3C). In comparison to sh-NC transfection, INSM2 knockdown dramatically decreased NB cell proliferation in the CCK-8 assay (Fig. 3D) and colony formation assay (Fig. 3E). Furthermore, apoptotic experiments suggested increased SK-N-BE(2) apoptosis after INSM2 was knocked down (Fig. 3F), and cell cycle experiments also showed that cell division stagnated in phase G2 (Fig. 3G). In order to determine whether the phenotypes resulting from INSM2 knockdown can be reversed, we designed an INSM2 high expression plasmid and infected SK-N-BE (2) and SK-N-SH cells, respectively. Through the comparison of cell proliferation, we found that the proliferation rate of sh-INSM2#1 + INSM2 group was significantly faster than that of sh-INSM2#1 group (Additional file 1: Fig. S2). Therefore, we conclude that INSM2 may be positively regulated by neuroblastoma cell growth.

**Fig. 3:**
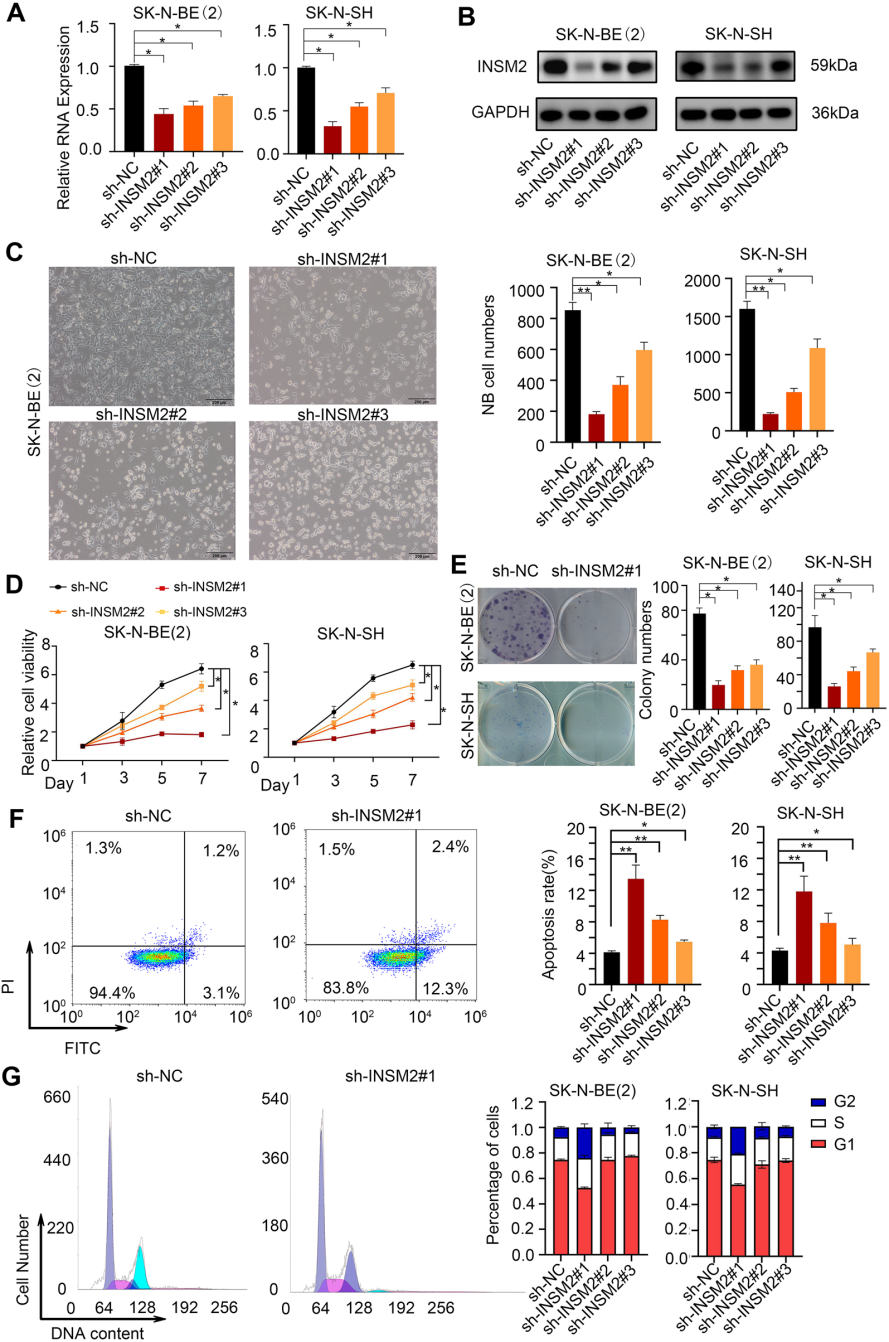
INSM2 promotes survival and expansion of NB cells ***in vitro***. **A, B** western blot analysis(**A**) and q-PCR (**B**) of INSM2 expression in SK-N-BE(2) and SK-N-SH cells infected with sh-NC or sh-INSM2s. GAPDH served as an internal reference. **C** Representative images of NB cells infected with sh-NC or sh-INSM2s. Scale bars: 200 μm. **D**-**G** SK-N-BE(2) and SK-N-SH cells were infected with sh-NC or sh- INSM2s. The cells were harvested for CCK-8 colorimetric assay (**D**), colony formation assay(**E**), cell apoptosis assay (**F**), periodic assay (**G**) after stable cancer cells were established. For **A, D–G**, representative images are shown in the left and quantification in the right. Each sh-INSM2 group was compared with the sh-NC group. One-way ANOVA with Bonferroni correction in **D**; unpaired two-sided t-test in **A, E–G**; ns, not significant; *P < 0.05, **P < 0.01. The data are based on three separate experiments

To further assess whether INSM2 knockdown could suppress tumor growth in vivo, we conducted a nude mouse xenograft model by subcutaneous injection of INSM2 knockdown NB cells (Fig. 4A). When compared to controls, INSM2 knockdown significantly slowed tumor growth and reduced tumor volume (Fig. 4B, C, E, F). Meanwhile, the treatment group and control group had no remarkable difference in mouse body weight (Fig. 4D). The knockdown efficacies in subcutaneous xenograft tumors were verified by Western Blot (Fig. 4G). IHC analysis showed that knockdown of INSM2 increased the apoptotic rate (Cleaved Caspase-3, Fig. 4H), reduced the proliferation (Ki-67, Fig. 4I) and reduced angiogenesis (CD31, Additional file 1: Fig. S3) of the xenografts.

**Fig. 4:**
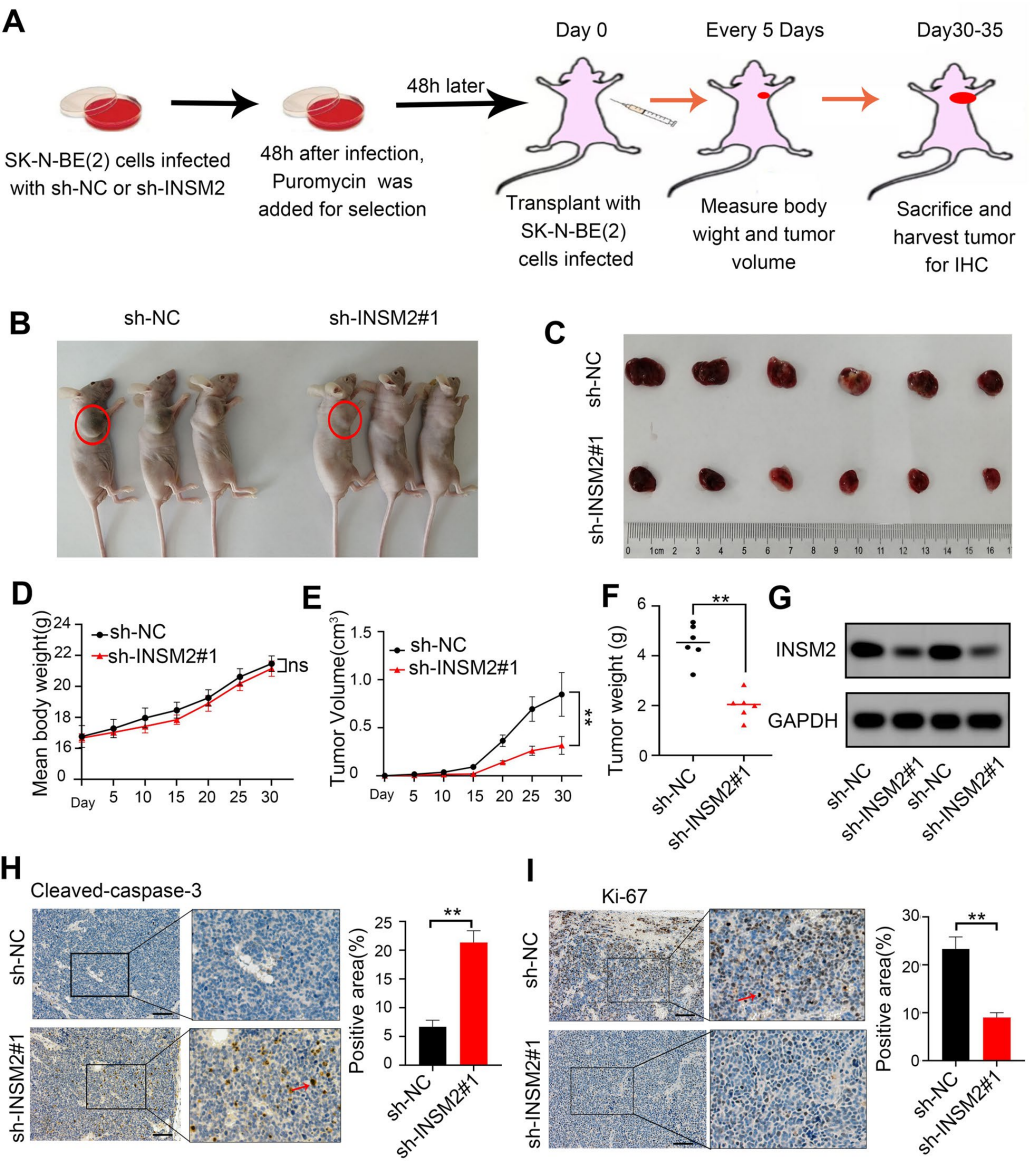
INSM2 promotes NB growth ***in vivo***. **A** Flowchart showing the experimental design used to obtain subcutaneous xenografts in nude mice; **B** Representative nude mice images of xenografts formed by subcutaneous injection of SK-N-BE(2) cells stably transfected with sh-NC or sh-INSM2#1 through the armpit of nude mice (*n* = 6). **C** Representative tumor images. **D** Weight growth curve of nude mice after injection. **E** Growth curves of tumor in vivo. **F** Tumor weight at the end points of xenografts(*n* = 6). **G** Western-blot of living tumor tissues. **H–I** IHC analysis for Cleaved Caspase-3 (**H**), Ki-67(**I**), expression was performed in sections of tumors harvested from xenografts, and percentages of the positive cells were quantified. All data are shown as mean ± SD (scale bars of **H**, **I** = 50 μm). The sh-NC group was compared to the sh-INSM2#1 group. One-way ANOVA with Bonferroni correction in **D, E**; unpaired two-sided t-test in **F, H–I**. NS, not significant; *P < 0.05; **P < 0.01. The data are based on three separate experiments

### INSM2 represses hallmark cholesterol homeostasis and hallmark adipogenesis in NB cells

To investigate potential downstream genes of INSM2 in neuroblastoma, we performed RNA-seq analysis on INSM2 knockdown and control SK-N-BE(2) cells. 

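RNA was sequenced from SK-N-BE(2) cells, a human neuroblastoma cell line with amplified MYCN, that carried a short hairpin RNA against INSM2 (sh-INSM2, 2 libraries) or a control hairpin (sh-NC, 2 libraries). The authors deposited the number of reads counted on each Ensembl gene in each library, without normalization. The counts summed to 38656467 and 35224045 in the sh-INSM2 libraries and to 36099637 and 38697833 in the sh-NC libraries. Of the 64252 genes listed, 31082 had no count in any library, and the 19192 that passed edgeR's filter on low counts were tested after TMM normalization. The paper's text names neither the tool that counted the reads nor whether the counting used their strand, so genes that overlap, on the same strand or as antisense pairs, are uncertain. INSM2 (ENSG00000168348) lies on chromosome 14 of GRCh38 from 35534042 to 35537054, on the plus strand. It had 6486 and 5883 counts in the sh-INSM2 libraries and 10447 and 11087 in the sh-NC libraries. After normalization to CPM, counts scaled to a common library size, these were 165 ± 0.385 CPM (SD, n = 2) with sh-INSM2 and 293 ± 1.18 (SD, n = 2) with sh-NC, so that 56.2% of the sh-NC level was left. The log2 fold change was −0.83 (standard error 0.033, adjusted p = 2.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaling by library size alone moved it most among the alternatives, to −0.78. The target of sh-INSM2#1, the hairpin that Fig. 5E names, is GTGTGCCCATATTGCCACAAA. It matched GRCh38 on chromosome 14 from 35535531 to 35535551, in the coding sequence of INSM2, at bases 1490 to 1510 of the 3013-base transcript in GENCODE 29. Its 7-base parts TATTGCC and ATTGCCA occur in the 3′ UTR of 2394 of the 13952 tested genes with an annotated 3′ UTR. The libraries of a group differed by more than the sampling noise. Over genes with 10 or more counts, chi-square was 4.18 times its degrees of freedom between the sh-NC libraries and 7.70 times between the sh-INSM2 libraries, and edgeR's biological coefficient of variation was 0.0827. Across genes, which are not independent replicates, the lowest correlation of log2 CPM within a group was 0.987 and the highest between the groups was 0.981.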

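With edgeR's quasi-likelihood test, 725 genes were lower and 600 were higher in the sh-INSM2 libraries at a Benjamini-Hochberg adjusted p-value below 0.05 and a log2 fold change of 0.5 or more in either direction. Of all 19192 tested genes, 61.4% had both sh-INSM2 libraries on one side of both sh-NC libraries, against 33.3% by chance. The 1325 genes were chosen on these same libraries, so that a separation of their groups adds no evidence. The alternative that moved the number of genes most, taken as a ratio, was a test against the fold-change threshold itself (edgeR's glmTreat), with 225 genes. The adjusted p-value alone, without a fold-change threshold, gave 4426. When counts were scaled by library size alone, 570 genes were lower and 740 higher, so that the share of lower genes went from 54.7% to 43.5%. INSM2 ranked 12 by p-value, and each of the 11 genes before it was lower, and by more than INSM2. In all, 252 of the genes fell by more than INSM2. The genes named next are those with the 5 largest falls, the 5 largest rises and the 5 smallest p-values among genes with a mean of 100 or more counts and no overlap between the groups. LAPTM4A had the smallest p-value, with a log2 fold change of −1.59 (standard error 0.033, edgeR adjusted p = 1.25e-10), followed by VAT1 (−1.64), NEFH (−2.10), RPL29 (−1.13) and MMD (−1.50). RPL29 has pseudogenes of near-identical sequence, so its count is uncertain. FGFRL1 (−1.80) and SPARCL1 (−1.74) were also among the largest falls. The other 2 largest falls, ENSG00000259522 (−2.19) and RNASEK-C17orf49 (−1.86), share exons with other expressed genes, and the summed counts of their loci had log2 fold changes of −0.051 (edgeR adjusted p = 0.402) and 0.15 (edgeR adjusted p = 0.106). Among the rises, TGFBI reached 2.29 (standard error 0.117, edgeR adjusted p = 1.1e-07) and CCDC68 reached 2.30 (standard error 0.237, edgeR adjusted p = 2.9e-05). CCDC144A rose by 2.46 but shares exons with other expressed genes, and the summed counts of that locus rose by 0.55 (edgeR adjusted p = 0.00545). ENSG00000226634, at 1.76, is listed in Additional file 2 as a copy of DDAH2 on an alternative contig, and DDAH2 on chromosome 6 had a log2 fold change of 0.70 (edgeR adjusted p = 0.106), so the split of reads between the copies is uncertain. ISY1-RAB43 had 448 and 468 counts with sh-INSM2 and 0 in both sh-NC libraries. It was at least 149.9-fold higher with sh-INSM2, but the summed counts of ISY1, RAB43 and ISY1-RAB43, which share exons, had a log2 fold change of 0.034 (edgeR adjusted p = 0.724). Of these genes, VAT1, NEFH, MMD, FGFRL1, ENSG00000259522 and ISY1-RAB43 hold TATTGCC or ATTGCCA, which are parts of the sh-INSM2#1 target, in the 3′ UTR, and RPL29 holds both and CCDC144A holds ATTGCCA in the coding sequence.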

In INSM2 knockdown SK-N-BE(2) cells, 566 genes were downregulated, and 394 were upregulated in INSM2 knockdown SK-N-BE(2) cells (log2 Fold Change ≥ 0.5, *p* < 0.05) (Fig. 5A; Additional file 2). 

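Gene lists were tested with camera, a test of whether the genes of a list move together relative to all other genes, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 13 lists. The lists were written by hand from textbook pathways and are not the hallmark sets, which were not used here. All 20 enzymes of cholesterol biosynthesis were tested, and 18 were lower with sh-INSM2, with a median log2 fold change of −0.26 (camera adjusted p = 4.1e-08). Of these enzymes, 11 had an edgeR adjusted p-value below 0.05, both over all genes and adjusted over the list alone. Among the alternatives that kept all 20 enzymes, scaling by library size alone moved this median most, to −0.21. It was −0.14 for the 14 enzymes without TATTGCC or ATTGCCA in the 3′ UTR or coding sequence. The list of 10 regulators of SREBP and sterol uptake had 9 lower genes and a median of −0.34 (camera adjusted p = 7.9e-08), with 6 lower and 1 higher past the adjusted p-value over all genes and 8 lower and 1 higher adjusted over the list alone. In the list of 16 genes of fatty acid synthesis, 15 were tested and 13 were lower, with a median of −0.36 (camera adjusted p = 5.0e-09), and 9 were past the adjusted p-value, both over all genes and adjusted over the list alone. These 3 lists also passed with fry (fry adjusted p = 0.00837, 0.0032 and 0.00955). None of them passed when camera estimated the correlation from the 4 libraries, which gave camera adjusted p = 0.114 for each. The 18 genes of fatty acid oxidation divided into 9 lower and 9 higher, with a median of −0.021 (camera adjusted p = 0.748). Adjusted over all genes, 3 of them were lower and 3 higher, against 3 and 4 adjusted over the list alone. Without sh-INSM2 replicate 2 the median of this list was −0.096. The list of 20 components and regulators of mTORC1 is made up of genes that act in the mTOR pathway, not of genes that respond to it. Its median therefore does not measure the activity of the pathway. Among these 20 genes 8 were lower and 12 higher, with a median of 0.046 (camera adjusted p = 0.684), and 0.082 without sh-NC replicate 2. Adjusted over all genes, 6 of them were lower and 5 higher, against 7 and 5 adjusted over the list alone. Without the genes that hold TATTGCC or ATTGCCA in the 3′ UTR, an alternative chosen after seeing the data, the mTORC1 median was 0.092 (camera adjusted p = 0.0279; the adjusted p-values over all alternatives for this list ran from 0.0279 to 0.859), and the medians of the cholesterol, SREBP and fatty acid synthesis lists were −0.21, −0.35 and −0.30.

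**Figure D1:**
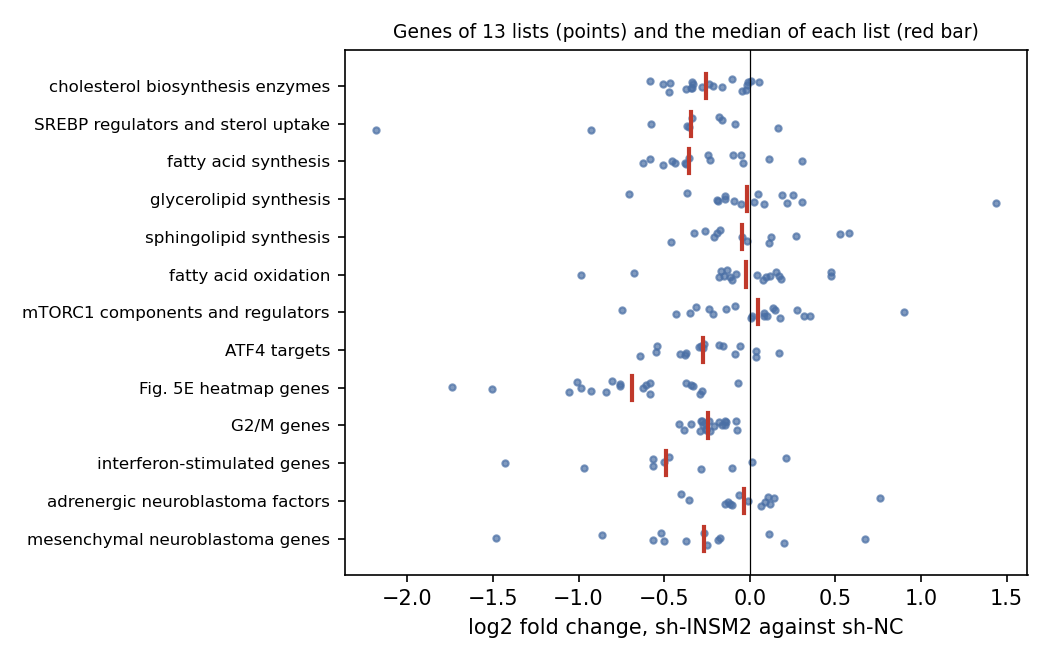
Log2 fold change of sh-INSM2 against sh-NC for the tested genes of the 13 lists. Each point is a gene, the red bar is the median of the list and the vertical line marks 0. The cholesterol, SREBP and fatty acid synthesis lists have medians between −0.36 and −0.26, and those of fatty acid oxidation and mTORC1 lie between −0.021 and 0.046.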

GSEA showed that genes producing changes were enriched for repression of mTOR signaling, hallmark cholesterol homeostasis and hallmark lipogenesis (Fig. 5B–D). The differential expression of the specific cancer-related genes driving the enrichment results was further elucidated by heatmap analysis (Fig. 5E). 

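All 20 genes of the heatmap were lower in the sh-INSM2 libraries, with a median log2 fold change of −0.69 (camera adjusted p = 8.9e-41). An edgeR adjusted p-value below 0.05 was reached by 19 of them, over all genes and also adjusted over the list alone, and 14 of them also had a fold change past the threshold. The genes were chosen by the study on these libraries, so neither the list test nor the adjustment over the list alone is independent evidence. SREBF1, the gene of SREBP1, lies on chromosome 17 of GRCh38 from 17810399 to 17837002. It had 30.2 ± 2.03 CPM (SD, n = 2) with sh-INSM2 and 57.5 ± 0.0252 (SD, n = 2) with sh-NC, a log2 fold change of −0.93 (standard error 0.064, edgeR adjusted p = 1.3e-06). SCD, on chromosome 10 from 100347124 to 100364834, had 1124 ± 4.46 (SD, n = 2) against 1729 ± 15.8 (SD, n = 2) CPM, a log2 fold change of −0.62 (standard error 0.026, edgeR adjusted p = 3.1e-08). ACSS2, on chromosome 20 from 34872146 to 34927962, had 15.5 ± 0.00539 (SD, n = 2) against 23.3 ± 1.01 (SD, n = 2) CPM, a log2 fold change of −0.58 (standard error 0.090, edgeR adjusted p = 0.000578). FASN, on chromosome 17 from 82078333 to 82098332, had 367 ± 11.4 (SD, n = 2) against 476 ± 3.92 (SD, n = 2) CPM. Its log2 fold change of −0.38 (standard error 0.032, edgeR adjusted p = 6.8e-06) exceeded the spread between replicates but not the fold-change threshold. The same held for LSS (−0.34), MVD (−0.33), CD9 (−0.29) and SQLE (−0.28). SCD5 had a log2 fold change of −0.069 (standard error 0.058, edgeR adjusted p = 0.451), which is not past the adjusted p-value. MYLK (−1.51), ANXA5 (−1.06), LPCAT3 (−1.01), HADH (−0.98), ATP1B3 (−0.84), ARAF (−0.81), ENPP2 (−0.76), CD151 (−0.61) and DHCR7 (−0.58) were past both thresholds. Without sh-NC replicate 1, DHCR7 was at −0.497, under the fold-change threshold. APOE, which shares exons with another expressed gene, fell by 0.76 (standard error 0.239, edgeR adjusted p = 0.0394), and was not past the thresholds in 4 of the alternative fits, among them library size alone, no filter on low counts and DESeq2. The 7-base words TATTGCC or ATTGCCA are present in the 3′ UTR of SCD, ATP1B3, LPCAT3, MYLK and DHCR7 and in the coding sequence of ACSS2, SQLE and ENPP2.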

Next, we confirmed that knockdown of INSM2 inhibited the phosphorylation of mTOR by Western blot (Fig. 5F). Then, through qPCR (Fig. 5G) and Western blot (Fig. 5H), we confirmed alterations in expression of selected genes that have been shown to be involved in lipid metabolism, such as SREBP1, FASN, ACC, ACSS2, and SCD. Studies have shown that neuroblastoma cell viability has decreased significantly after interfering with fatty acid anabolism [25], suggesting that lipid metabolism also plays an important role in neuroblastoma.

**Fig. 5:**
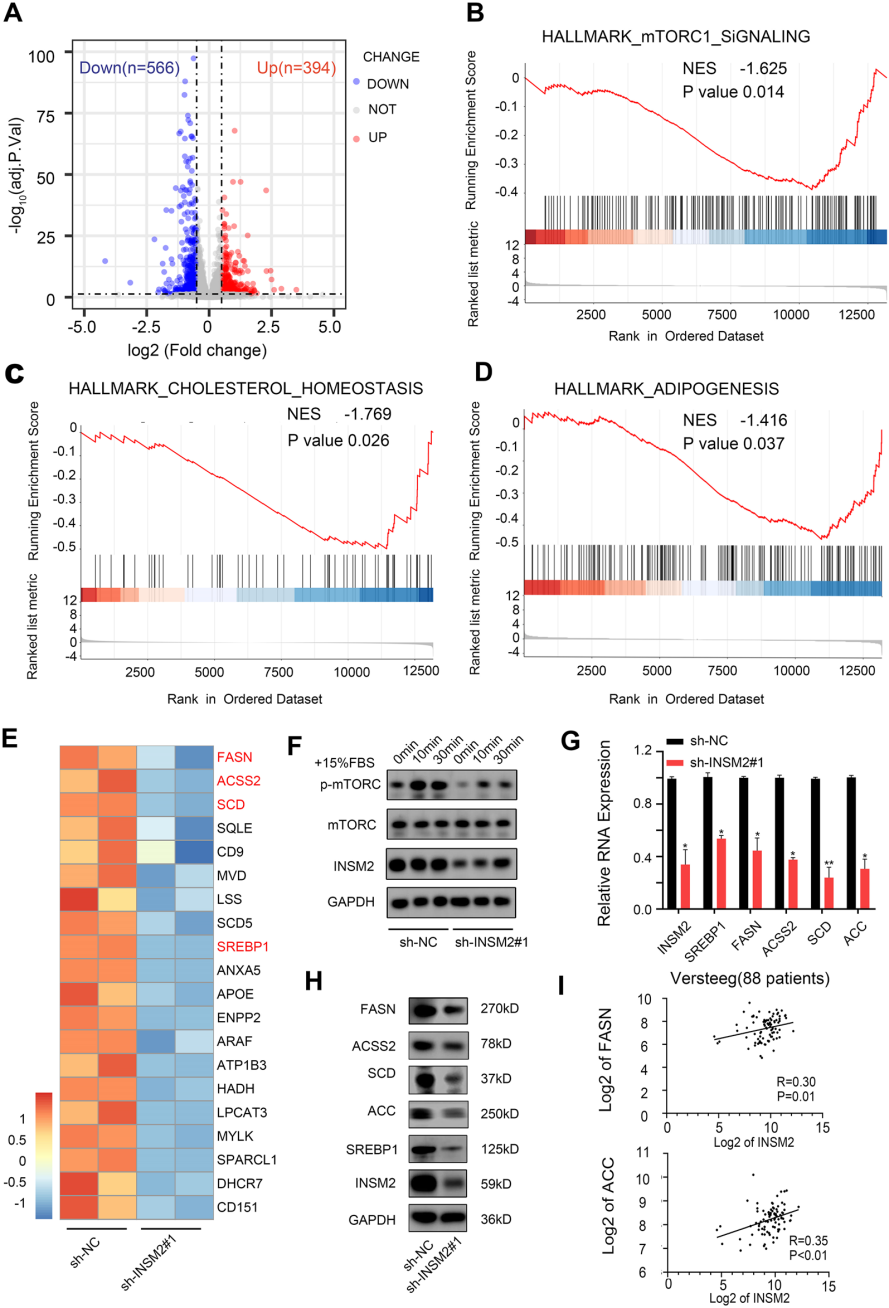
INSM2 is involved in the regulation of mTORC1, Cholesterol and Adipogenesis signaling pathway.** A** Volcano plot showing differentially expressed genes in INSM2-knockdown SK-N-BE(2) cells. Genes with abs(log2(foldchange)) > 0.5 and adjusted p-value < 0.05 were considered significant. **B–D** GSEA plots show alterations in mTORC1, CHOLESTEROL and ADIPOGENESIS signaling pathways in INSM2-knockdown SK-N- BE(2) cells. **E** Heatmap showing the expression of cancerrelated genes differentially expressed in INSM2-knockdown SK-N-BE(2) cells. **F** WB showing that mTORC phosphorylation is inhibited after INSM2 knockdown. **G** qPCR analysis of mRNA levels for the genes related to fatty-acid synthesis in SK-N-BE(2) cells transfected with sh-NC or sh- INSM2#1. **H** Fatty acid synthesis related protein levels decreased. **I** Scatter plot showed correlations between INSM2 and FASN, ACC mRNA level in tumors of 88 NB patients investigated. Unpaired two sided t-test for analysis in **G**. NS, not significant; *P < 0.05; **P < 0.01. The data are based on three separate experiments

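Counted by unadjusted p-values from edgeR's quasi-likelihood test, as the text words the threshold, 986 genes were lower and 961 higher with sh-INSM2 at the same fold-change threshold. With the adjusted p-values of the legend and a log2 fold change of 1 or more in either direction, 148 genes were lower and 210 higher. A test against the fold-change threshold itself (edgeR's glmTreat) left 137 lower and 88 higher genes. With each library left out in turn, from 1213 to 1233 of the genes past both thresholds in the 4 libraries still had a fold change past the threshold in the same direction.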

Next, we also performed further experiments to demonstrate whether lipid metabolism affects the growth of NB. We first investigated the effect of FASN-IN-4 (HY-12,648, Medchemexpress), a potent inhibitor of FASN, on NB growth. After determining its IC50, we selected the appropriate concentration in vitro based on its ability to degrade FASN protein. The results showed that after inhibiting the lipid synthesis of NB cells, the cell viability was significantly decreased. Then we constructed the SK-N-BE(2) cell line with stable knockdown of FASN. The results also showed that after inhibiting the lipid synthesis of NB cells, their cell viability was significantly decreased. The main transcription factor regulating cholesterol and fatty acid biosynthesis is SREBP1 (Sterol regulatory element binding protein 1) [26]. And recently, studies have also shown that SREBPs are regulated by mTOR signaling [27].

In addition, KEGG analysis revealed that these genes were significantly enriched for several cancer-associated pathways (Additional file 1: Fig. S5A, Additional file 3). 

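Additional file 3 lists 134 genes in 20 KEGG pathways. All 134 were tested with edgeR in these libraries, and 89 were lower and 45 higher with sh-INSM2, each past both the adjusted p-value and the fold-change threshold of 0.5. The PI3K-Akt signaling pathway had 37 of these genes, 25 lower and 12 higher. The MAPK signaling pathway had 35, of which 23 were lower and 12 higher. Of the 14 genes listed under choline metabolism in cancer, 11 were lower and 3 higher, whereas of the 8 under sphingolipid metabolism 3 were lower and 5 higher. The genes were listed because they passed the thresholds in the same libraries, so their direction is the only part of these counts that the listing leaves open. The enrichment was not recomputed, since the full KEGG sets were not used here.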

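MYCN (ENSG00000134323) lies on chromosome 2 of GRCh38 from 15940564 to 15947007. It had 2611 ± 46.4 CPM (SD, n = 2) in the sh-INSM2 libraries and 4027 ± 59.6 (SD, n = 2) in the sh-NC libraries. Its log2 fold change was −0.63 (standard error 0.026, adjusted p = 3.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ANXA2 (ENSG00000182718), on chromosome 15 from 60347134 to 60402883, had 313 ± 9.96 CPM (SD, n = 2) with sh-INSM2 and 590 ± 7.23 (SD, n = 2) with sh-NC, a log2 fold change of −0.92 (standard error 0.033, edgeR adjusted p = 1.0e-08). Both differences were larger than the spread between replicates. Over the alternatives and with each library left out, the log2 fold change of MYCN stayed between −0.64 and −0.58 and that of ANXA2 between −0.95 and −0.87. Each gene holds TATTGCC, a 7-base part of the sh-INSM2#1 target, in its coding sequence and neither holds TATTGCC or ATTGCCA in its 3′ UTR.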

After knocking down the expression of INSM2 in NB cells, some important oncogenes of NB, such as MYCN and ANXA2, were significantly decreased, which we also verified by qPCR and Western blot (Additional file 1: Fig. S5B, C). Collectively, the above findings suggest that INSM2 may promote NB progression through by targeting mTOR signaling to regulate genes involved in lipid ab initio anabolism and regulating other neuroblastoma oncogene.

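MTOR itself, on chromosome 1 of GRCh38 from 11106535 to 11262507, had 107 ± 1.52 CPM (SD, n = 2) with sh-INSM2 and 99.5 ± 4.27 (SD, n = 2) with sh-NC, a log2 fold change of 0.099 (standard error 0.046, adjusted p = 0.149 from edgeR's quasi-likelihood test). Over the alternatives its adjusted p-value ran from 0.0381 with edgeR and library size alone to 0.271 with DESeq2, and its fold change stayed under the threshold, with 0.057 without sh-NC replicate 1 and 0.14 without sh-NC replicate 2. Phosphorylation of mTOR, which the paper measured by Western blot, is not seen in RNA counts. Acetyl-CoA carboxylase (ACC) is encoded by ACACA and ACACB. ACACA, on chromosome 17 from 37084988 to 37406818, had 98.3 ± 10.6 CPM (SD, n = 2) with sh-INSM2 and 135 ± 7.89 (SD, n = 2) with sh-NC, a log2 fold change of −0.46 (standard error 0.080, edgeR adjusted p = 0.00875), which is under the fold-change threshold. It was −0.35 without sh-INSM2 replicate 2, and past that threshold at −0.57 without sh-INSM2 replicate 1 and −0.52 without sh-NC replicate 2. ACACB, on chromosome 12 from 109116595 to 109268226, had a log2 fold change of −0.21 (standard error 0.090, edgeR adjusted p = 0.121). It was −0.093 without sh-NC replicate 1 and −0.32 without sh-NC replicate 2. Both genes hold TATTGCC and ATTGCCA, 7-base parts of the sh-INSM2#1 target, in the coding sequence. The paper reasons from the gene sets enriched among the changed genes (Fig. 5B–D), from the fall of mTOR phosphorylation (Fig. 5F), and from lower mRNA and protein of the lipid synthesis genes (Fig. 5G, H). It joins these with the cited regulation of SREBPs by mTOR and the fall of MYCN and ANXA2, and proposes that INSM2 acts through mTOR signaling on lipid synthesis genes and on other oncogenes of neuroblastoma.

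**Figure D2:**
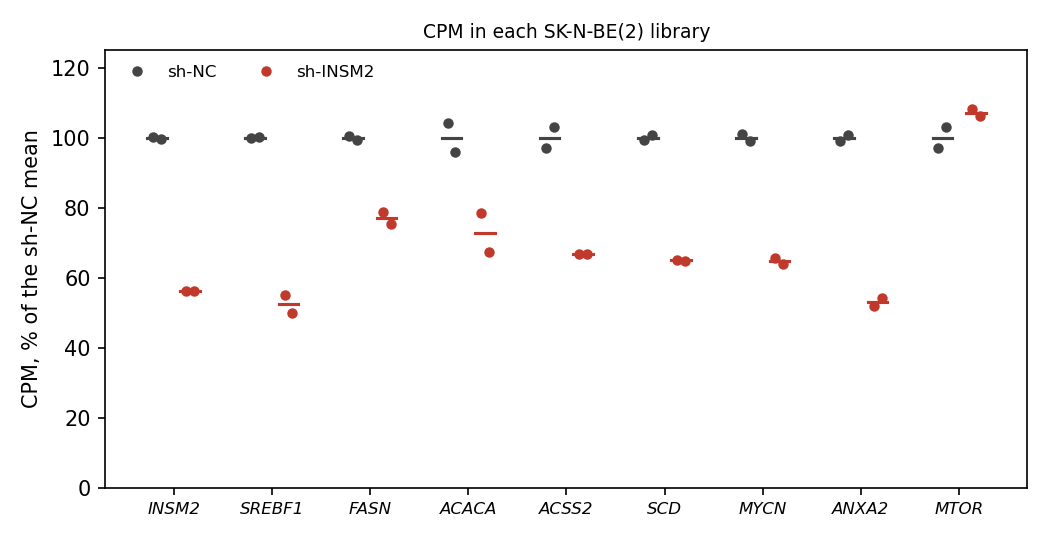
CPM of 9 genes in each of the 4 SK-N-BE(2) libraries, as a percent of the mean of the sh-NC libraries. Points are libraries, bars are the means of 2 libraries, and sh-NC is dark grey and sh-INSM2 red. INSM2 is at 56.2% in the sh-INSM2 libraries, and of the genes shown MTOR is the one whose sh-INSM2 libraries both lie above the sh-NC libraries.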

### Clinical positive correlation between INSM2 and lipid metabolism-related genes

Through analysis of the Versteeg database, we found a positive correlation between INSM2 and lipid metabolism genes (FASN and ACC) in 88 NB patients (Fig. 5I; Additional file 4). To explore clinical relevance, we evaluated the association of fatty acid synthesis-related genes with overall survival in NB patients in three independent datasets [Versteeg (88 patients), Kocak (476 patients) and NRC (283 patients)]. All three datasets suggested that high expression of FASN, ACC, ACSS2 and SCD was associated with reduced overall survival (Additional file 1: Fig. S6A–D).

### Knocked down of INSM2 inhibited fatty acid metabolism in NB cells

We further investigated how INSM2 plays a role in fatty acid metabolism. Explicit decrease in intracellular lipid droplet content after knockdown of INSM2 in neuroblastoma. The changes in lipid droplet content in NB cells after INSM2 knockdown were analyzed by immunofluorescence assay (Fig. 6A) and flow cytometry (Fig. 6B). Fatostatin, a fat metabolism inhibitor, and DMSO-treated NB cells were used as positive controls. The results all showed an explicit decrease in intracellular lipid droplet content after knockdown of INSM2 in NB cells. We then performed full quantitative lipomic analysis on human neuroblastoma cells to determine the types of lipids that change in NB cells after knocking down INSM2. We performed robustness analysis of control and INSM2 knockdown cell samples (*n* = 6) and high correlation between replicates was achieved (Pearson correlation coefficient ranging from 0.84 to 0.86; the lipidomics approach has high sensitivity and lipidome coverage) [28]. We quantified a total of 538 lipid ions belonging to 12 lipid classes (Additional file 5). This quantification showed that INSM2 knockdown resulted in a significant reduction of 120 lipid ions in NB cells (Fig. 6C). We found that many lipids involved in the metabolism of lecithin (such as DAG, TAG, CDP-DAG, PE, and PC) and sphingolipids (such as SM and GlcCer) were reduced after INSM2 depletion (Fig. 6D). In addition, integrative analyses of RNA-seq and lipidomics data identified INSM2 downstream factors and associated lipid (Fig. 6E). Some of these down-regulated lipids (sphingomyelin and phospatidylcholine) have been found to have pro-survival or anti-apoptotic functions in certain cancer cells [29]. Therefore, INSM2 may regulate the growth and survival of NB cells by regulating the synthesis of the above-mentioned lipids. 

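Fig. 6E sets genes of fatty acid, glycerolipid and sphingolipid synthesis beside the measured lipids. Of the 17 genes of glycerolipid synthesis, 16 were tested in the RNA-seq libraries, and 8 were lower and 8 higher with sh-INSM2. Their median log2 fold change was −0.014 (camera adjusted p = 0.917). It was 0.035 when counts were scaled by library size alone, 0.02 without sh-INSM2 replicate 1 and 0.059 without sh-NC replicate 2, so its direction is not settled. Past the edgeR adjusted p-value over all genes were 2 lower and 2 higher genes, against 2 and 3 adjusted over the list alone. DGAT2, on chromosome 11 from 75759512 to 75801535, had 23.4 ± 3.21 CPM (SD, n = 2) with sh-INSM2 and 38.2 ± 1.13 (SD, n = 2) with sh-NC, a log2 fold change of −0.71 (standard error 0.091, edgeR adjusted p = 0.000184). DGAT2 holds TATTGCC and ATTGCCA, parts of the sh-INSM2#1 target, in its 3′ UTR. Of the 15 genes of sphingolipid synthesis, 13 were tested, with 8 lower and 5 higher. Their median was −0.045 (camera adjusted p = 0.198), and −0.17 without sh-NC replicate 1. With library size alone it was 0.0041, and with fry the list passed (fry adjusted p = 0.0183; the adjusted p-values over all alternatives for this list ran from 0.0183 to 0.395). Adjusted over all genes and adjusted over the list alone, 6 of them were lower and 1 was higher. The higher gene was CERS1, with a log2 fold change of 0.58 (standard error 0.168, edgeR adjusted p = 0.0281). It was 0.87 without sh-NC replicate 1 and 0.33, under the fold-change threshold, without sh-NC replicate 2. CERS1 was not past the thresholds without the filter on low counts, and it shares exons with another expressed gene. Among genes of fatty acid synthesis, FADS2 fell by 0.51 (standard error 0.041, edgeR adjusted p = 6.6e-06). Its log2 fold change was under the threshold at −0.46 with library size alone, −0.45 without sh-INSM2 replicate 2 and −0.48 without sh-NC replicate 1. FADS2 also shares exons with another expressed gene. ELOVL5 (−0.44), FADS1 (−0.25) and ACLY (−0.23) were past the adjusted p-value and not past the fold-change threshold. The lipids were measured on other samples of these cells, and no relation between genes and lipids across samples was computed here.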

In conclusion, we speculate a mechanism model of Super-enhancer-associated INSM2 promoting the progression of neuroblastoma (Fig. 7).

**Fig. 6:**
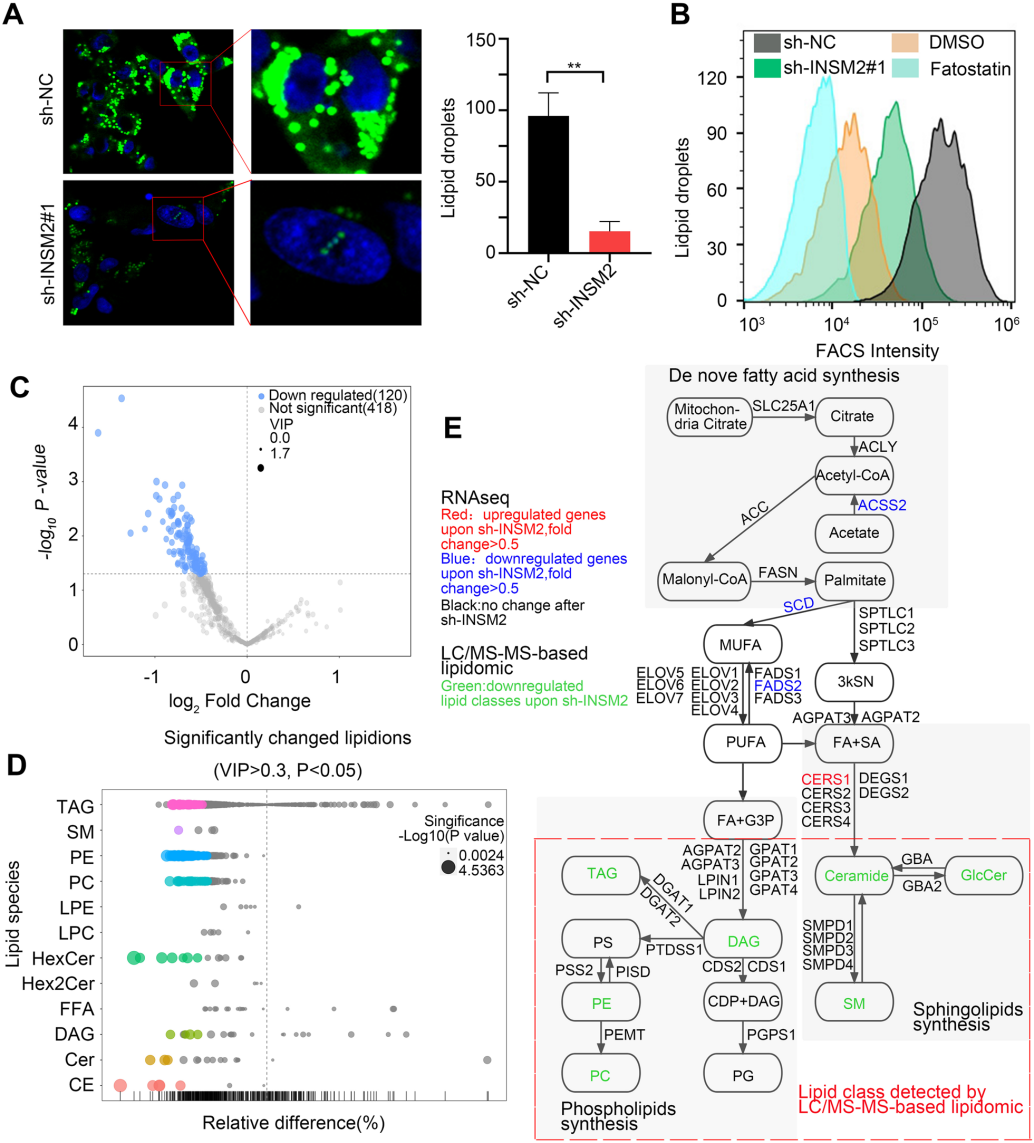
INSM2 regulates fatty acid synthesis in NB cells. **A** Confocal images(left) of lipid droplet and quantification(right) in INSM2-knockdown SK-N-BE(2) cells. **B** Flow cytometry analyses of lipid droplet in SK-N-BE(2) cells stably transfected with sh-NC or sh-INSM2#1.DMSO and fatostatin treated SK-N-BE(2) cells were used as positive controls. **C** Volcano plot of LC/MS-MS–based lipidomics after INSM2 knockdown. Each dot represents a lipid species. **D** The lipid group Bubble Diagram showed the changes of lipid metabolites in INSM2-knockdown SK-N-BE(2) cells. Each dot represents a metabolite. **E** Schematic diagram showing the regulation of lipid synthesis pathways by INSM2 via integration of RNA-seq, and lipidomics data. Unpaired two-sided t-test was used for the analysis in a. ns, not significant;*P < 0.05; **P < 0.01. The data are based on three separate experiments

**Fig. 7:**
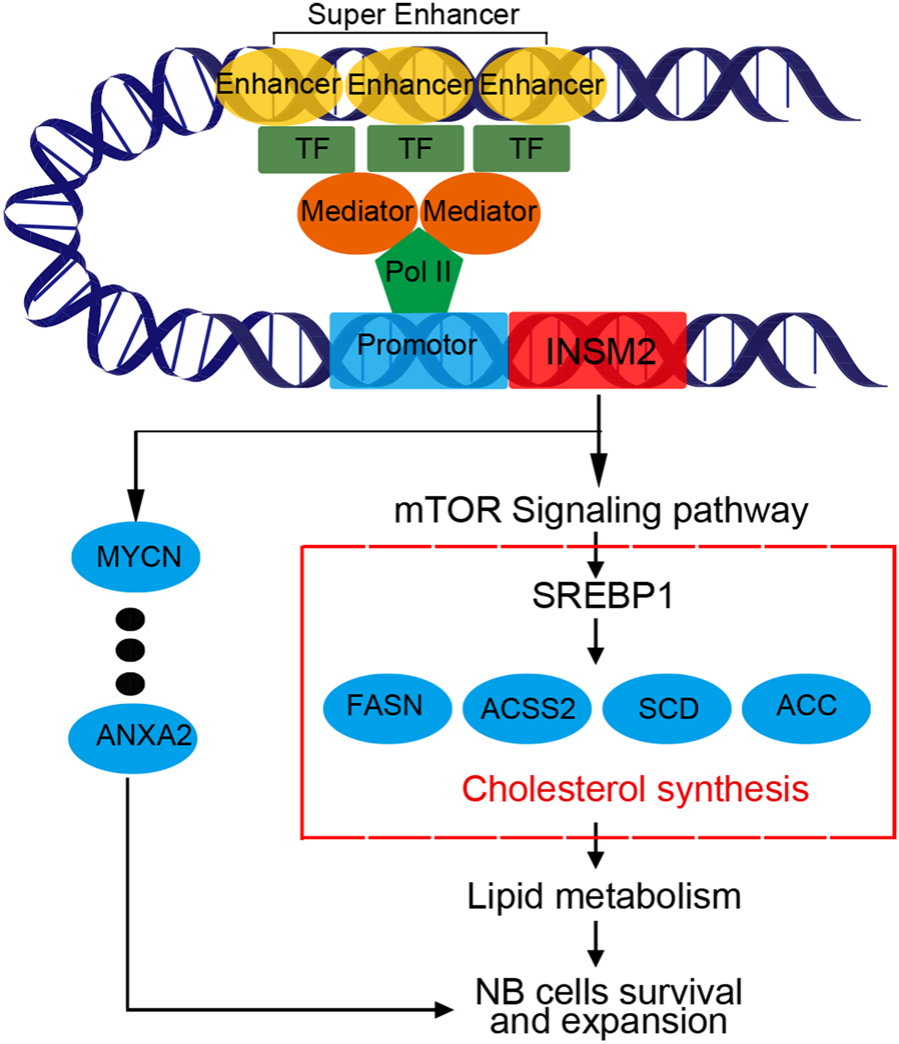
Proposed model of the mechanism by which super-enhancer-associated INSM2 promotes neuroblastoma progression

## Discussion

Lipids are a highly complex group of biomolecules. It is both an energy source and a structural component of cell membranes, and it can also act as a signaling molecule for energy exchange inside and outside the cell membrane [30]. Abnormal lipid metabolism is one of the most prominent metabolic changes in cancer. In recent years, lipidomics has made many advances in the study of clinical diseases, such as liver cancer [31], breast cancer, prostate cancer [32], colorectal cancer [33]. Lipid metabolism also plays an important role in the early development of many cancers. Enhanced lipid synthesis or uptake contributes to the rapid growth of cancer cells and tumor formation [34].

Activation of fatty acid synthesis occurs in a variety of cancers, and inhibition of fatty acid synthesis shows anti-tumor activity in many tumor types [15], such as ovarian [35], Breast [36], lung [37], colon [38], and other tumors. Neuroblastoma is the second most lethal solid tumor in children, and amplification of the MYCN-oncogene has been shown to be strongly associated with disease progression. However, only a few molecular targets have been identified and used for treatment in the clinic. Studies have shown that neuroblastoma cell viability has decreased significantly after interfering with fatty acid anabolism [25], suggesting that lipid metabolism also plays an important role in neuroblastoma. Inhibition of fatty acid synthesis has been reported to lead to increased neural differentiation and decreased tumor survival. This was also accompanied by a decrease in MYCN or c-MYC oncoprotein levels [25, 39, 40]. Importantly, the prognosis of patients with neuroblastoma is closely related to the expression levels of genes involved in fatty acid synthesis. Therefore, inhibition of adductor fatty acid synthesis is a promising strategy for pharmacological intervention. However, the regulatory networks related to lipid metabolism in neuroblastoma are poorly studied. In our study, INSM2 was a newly identified gene regulating lipid metabolism in neuroblastoma. We first performed in vitro and in vivo experiments by using NB cells knocked down with INSM2. It was verified to play an important role in the proliferation, cycle, and apoptosis of NB cells. Later, the bioinformatics analysis found that its regulated downstream genes were enriched in lipid formation pathways.

Lipid rafts are cholesterol- and sphingolipid-rich microstructural domains located in the cell membrane that are primarily involved in membrane signaling and protein sorting and play an important role in maintaining the biological properties of malignant cells. Sterol regulatory element binding protein1 (SREBP1) is the main transcription factor regulating cholesterol and fatty acid biosynthesis [26]. It binds to SREBP cleavage-activating protein (Scap) and Insig, and it is found in the precursor of the endoplasmic reticulum membrane [41]. If cytosterol levels fall, Insig is separated from the complex and SREBP/Scap is transported to the Golgi apparatus where the precursor is cleaved to release the mature form. The mature form enters the nucleus and transactivates the target gene. In tumor cells, SREBP-1 and − 2 regulate both cholesterol and fatty acid biosynthesis [42]. Sterols are the most common regulator of SREBPs, but recent studies have also shown that SREBPs are also regulated by mTOR signaling [27]. This signal is frequently over-activated in cancer. For example, melanoma antigen ganglioside GD3 is expressed in most melanoma cells [43] and mucin oncoprotein 1 (MUC1) is a glycoprotein that is overexpressed in most breast cancers. They affect cholesterol production and lipid raft integrity in tumor cells through mTOR-induced expression of adipogenic enzymes regulated by SREBPs [44].

We found that INSM2 knockdown was followed by suppression of mTOR phosphorylation levels in neuroblastoma cells and different decreases in important genes involved in the ab initio synthesis of fatty acids (FASN, ACC, ACSS2 and SCD), whose abnormal expression plays an important role in tumor survival. Reducing fatty acid utilization by blocking the fatty acid synthesis pathway has been shown to have antitumor activity in a variety of cancers [45, 46]. We then used fat metabolism inhibitor Fatostatin and DMSO-treated NB cells as positive controls, and verified by flow analysis as well as immunofluorescence that the level of lipid droplets in NB cells decreased significantly after INSM2 knockdown. To further reveal the molecular mechanism of INSM2 inhibition of lipid metabolism in NB cells, we performed quantitative lipidome analysis on NB cells after knockdown of INSM2 and found that molecules involved in lecithin (TAG, DAG, PE, PC), and sphingomyelin (Ceramide, GlcCer) production were significantly decreased. All these suggest that INSM2 plays an important role in the regulation of lipid formation in tumor cells and is a key factor in tumorigenesis. In summary, we suggest that INSM2 affects the expression of SREBP1 by regulating the mTOR signaling pathway, which in turn affects the lipid metabolism process of neuroblastoma cells.

Furthermore, according to the analysis of clinical data, high expression of genes involved in de novo fatty acid synthesis (FASN, ACC, ACSS2 and SCD) was associated with poor prognosis, and INSM2 expression was positively correlated with the expression of these genes. MYCN status inside NB limits current clinical application, but multiple studies have demonstrated that inhibition of fatty acid synthesis induces differentiation of neuroblastoma independent of MYCN status. So, the development of specific inhibitors of fatty acid synthesis may provide an avenue to anti-neuroblastoma. Our findings point to a new upstream target for fatty acid metabolism inhibition in NB. In conclusion, we linked INSM2 with lipid metabolism in NB, and while revealing the mechanism of INSM2-induced NB growth regulation, we also expanded the function of INSM2 in the regulation of NB metabolism, which should have similar mechanisms in other types of tumors and deserves further investigation.

## Materials and methods

### Cell culture

Cell lines were bought from Shanghai, China’s National Collection of Authenticated Cell Cultures and cultivated at 37 °C in a humidified incubator with 5% CO_2_ and examined free of mycoplasma regularly. Short tandem repeat analysis was used to verify all cell lines. Additional file 6 contained information on all cell lines.

### Super-enhancer identification

Enhancers were characterized as H3K27Ac peaks 2 kb distant from any transcriptional start sites using the ROSE (Rank Order of Super Enhancers) method [5]. A cutoff at the inflection point (tangent slope = 1) based on the ranking order after stitching enhancer components together when aggregated within a distance of 12.5 kb was used to identify typical-enhancers and super-enhancers (SEs).

### Luciferase reporter assay

Candidate DNA areas were PCR amplified and cloned into the pGL3-Basic luciferase reporter vector or the pGL3-Promoter firefly luciferase reporter vector (Promega). For normalization, a Renilla luciferase control vector was co-transfected. Lipofectamine 3000 was used to transfect SK-N-B2(2) cells. The enhancer’s luciferase activity was evaluated using the Dual-Luciferase after 72 h of transfection.

### qRT-PCR analysis

The RNeasy Mini Kit was used to produce total RNA. For reverse transcription, Prime Script RT Master Mix was used. Following that, qPCR was performed on the LightCycler 480 Real Time System using the LightCycler 480 SYBR Green I Master mix (Roche). In Additional file 7, the primer sequences are listed.

### Western-blot analysis

The primary antibodies used in this experiment were listed as follows: INSM2 (ab91568, Abcam), MYCN (9405 S, CST), ANXA2 (ab185957, Abcam), FASN (10624-2-AP, Proteintech), ACC (3676 S, CST), ACSS (3658 S, CST), SCD (2794 S, CST), SREBP1 (ab3259, Abcam), mTOR (2983 S, CST), Phospho-mTOR (5536 S, CST) and GAPDH (AP0063, Bioworld Technology Inc.).

### Flow cytometry

NB cells were frozen in 70% cold ethanol and refrigerated overnight at 4 °C after transfection with shRNA for cell cycle determination. At 37 °C for 30 min, the cells were stained with propidium iodide (Sigma) solution. Flow cytometry was used to examine cells (Beckman Gallios). FlowJo Tree Star software was used to evaluate data (TreeStar) [47].

For cell apoptosis assay: Cells were resuspended in 1×binding buffer and stained with the FITC-Annexin V Apoptosis Kit for the cell apoptosis assay. Flow cytometry was used to investigate apoptosis (Beckman Gallios).

For analysing of lipid droplet in NB cells: Harvested cells were washed with cold PBS, stained by HCS LipidTOX™ Green Neutral Lipid Stain, according to the manufacturer’s instructions. Lipid droplet was analyzed by flow cytometry.

### RNA-seq and data analysis

Novogene Bioinformatics Technology Co., Ltd.(Beijing, China) handled RNA isolation, library preparation, transcriptome sequencing, and clean data filtering.

### HCS LipidTOX™ staining

NB cells were fixed with 4% paraformaldehyde for 15 min. After washing with cold PBS, cells were stained with HCS LipidTOX™ green neutral lipid stain (Thermo Fisher, H34475) for 15 min at 37 °C. Cell nuclei were counterstained with DAPI (Invitrogen, Carlsbad, CA, USA). Images were acquired using a fluorescence microscope (Olympus, Lake Success, NY, USA).

### Xenograft assay in vivo

Female mice (4 weeks old) purchased from Lingchang BioTech were used for in vivo tumorigenic assay. For each group of 6 mice, 2 × 10^7^ SK-N-BE(2) cells were injected subcutaneously into the armpit after resuspended in 200 µl PBS. After tumor formation, the injected mice were executed at the indicated time points. The Animal Care Committee of Suzhou College approved all animal studies (approval number: CAM-SU-AP#:JP-2018-1).

### Full quantitative lipomics detection of human NB cells

SK-N-BE(2) cells transfection with shRNA were mixed with the quenched agent in a 1:5 volume ratio. At 4℃, 2500 g centrifuge 5 min; Cells were placed into liquid nitrogen, 10s removed and stored in-80℃.The all cells sample were sent to BIOTREE biotechnology, shanghai for full quantitative lipomics detection.

### Data availability

The GEO database now has the RNA-seq data that supports the current study’s conclusions (https://www.ncbi.nlm.nih.gov/geo, with accession number GSE201173). GEO database (https://www.ncbi.nlm.nih.gov/geo, with accession numbers GSE16476, GSE45547, GSE85047, GSE14340, GSE14880, GSE16237, GSE147635 and GSE13136) contains public datasets. The Cancer Cell Line Encyclopedia (CCLE) database contains information on INSM2 mRNA expression. (https://sites.broadinstitute.org/ccle, search keyword “INSM2”).

### Statistical analysis

Statistical analysis was performed using the GraphPad Prism version 8.0.2(GraphPad Software, Inc., USA). (*p < 0.05, **p < 0.01) was considered statistically significant.

Further details of materials and methods are provided in the Supplementary materials and methods (Additional file 8).

## Supplementary information

**Additional file 1: Fig.S1.** INSM2 expression in GN tissue and NB tissue (GSE147635).**Fig. S2**. SK-N-BE(2) and SK-N-SHcells were infected with sh-NC or sh-INSM2 or sh-INSM2+INSM2. The cells were harvestedfor CCK-8 colorimetric assay. **Fig. S3**. IHCanalysis for CD31. **Fig.S4**. Lipid metabolism-related geneFASN affects the growth of NB. **Fig.S5**. A KEGGpathway analysis of the differentially expressed genes. B-C qPCR and Western blot analysis of the expression for oncogenes of NB (MYCN andANXA2) after knockdown of INSM2. **Fig. S6**. A-D Kaplan-Meier curvesindicating the survival of NB patients with high or low FASN, ACC, ACSS2 andSCD expression.

**Additional file 2: **Differentially expressed genes in INSM2-knockdown SK-N-BE(2) cells with abs(log2(foldchange))>0.5 and adjusted p value<0.05.

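Additional file 2 gives for each gene the mean of normalized counts, the log2 fold change with its standard error, the Wald statistic and the p-values, in the column layout of DESeq2. The paper's full table has 14642 genes, and the part used here has 1471, so no test of overlap or enrichment was run on it. Of the genes named beside the RNA-seq results, 37 are in this part, and the log2 fold changes computed here with edgeR differed from the paper's by a median of 0.0006. A DESeq2 fit to all listed genes, chosen after seeing the data, differed from the table by a median of 1e-05 in log2 fold change over 1470 genes. The table places 21 of its genes in this part on alternative contigs of the genome, which repeat genes of the main chromosomes, and 16 of these were past both thresholds with edgeR here. Reads of such a gene can be divided between its copies.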

**Additional file 3: **KEGG pathway analysis for DEGs in INSM２-knockdown SK-N-BE(2) cells with abs(log2(foldchange))>1 and adjusted p value<0.05.

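The heading of Additional file 3 gives an absolute log2 fold change above 1. Of the 134 genes that the table lists, 16 had an absolute log2 fold change of 1 or more with edgeR in these libraries and 118 were under 1. The smallest absolute log2 fold change among them was 0.5009. The heading inside the sheet names a knockdown of TTC8, whereas the title in the article names INSM2.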

**Additional file 4: **INSM２, FASN and ACC levels in NB patients.

**Additional file 5**: Full quantitative lipomics detection of SK-N-BE(2) cells.

**Additional file 6**: The information ofall cell lines used in the study.

**Additional file 7: **List of all primers used in the study.

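Additional file 7 lists 3 hairpins against INSM2 and 2 against FASN. Each has a sense arm, which is the target sequence in the mRNA, a loop, and an antisense arm, from which the guide strand is made. All 5 targets matched coding sequence on GRCh38. Those of INSM2 are on the plus strand of chromosome 14, with sh-INSM2#2 (GAAAGGAGAACAGCCGAATAG) from 35535310 to 35535330 and sh-INSM2#3 (GCCATGAGGAAGTTGAGCTTT) from 35534913 to 35534933. Those of FASN are on the minus strand of chromosome 17, with sh-FASN#A (GCGGCAACGTGGGCATCAACT) from 82091540 to 82091560 and sh-FASN#B (GGGCCAAACCCAAGCTGATGT) from 82083061 to 82083081. The antisense arm of sh-INSM2#1 is TTTGTGGCAATATGGGCACAC.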

**Additional file 8**: Supplementary materials and methods.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. RNA-seq and original data have been submitted to the GEO database with accession number GSE201173.

## Abbreviations

NB: Neuroblastoma
SE: Super-enhancer
CCK-8: Cell Counting Kit- 8
shRNA: Short hairpin RNA
RNA-seq: RNA sequencing
H3K27Ac: Histone 3 lysine 27 acetylation
ROSE: Rank Order of Super Enhancers
IHC: Immunohistochemistry
hNCC: Human neural crest cells
DAG: Diacylglycerol
TAG: Triglyceride
CDP-DAG: Cytidine-diphosphate-diacylglycerol
PE: Phosphatidylethanolamines
PC: Phosphatidylcholine
SM: Sphingomyelinand
GlcCer: Glucosylceramides
GSEA: Gene Set Enrichment Analysis
CCLE: The Cancer Cell Line Encyclopedia

# Supplementary material for: Super-enhancer-associated INSM2 regulates lipid metabolism by modulating mTOR signaling pathway in neuroblastoma
**Source:** Cell Biosci. 2022 Sep 16;12:158. doi: 10.1186/s13578-022-00895-3
**Supplement:** Supplementary file 1 — Additional file 1: Fig.S1. INSM2 expression in GN tissue and NB tissue (GSE147635).Fig. S2. SK-N-BE(2) and SK-N-SHcells were infected with sh-NC or sh-INSM2 or sh-INSM2+INSM2. The cells were harvestedfor CCK-8 colorimetric assay. Fig. S3. IHCanalysis for CD31. Fig.S4. Lipid metabolism-related geneFASN affects the growth of NB. Fig.S5. A KEGGpathway analysis of the differentially expressed genes. B-C qPCR and Western blot analysis of the expression for oncogenes of NB (MYCN andANXA2) after knockdown of INSM2. Fig. S6. A-D Kaplan-Meier curvesindicating the survival of NB patients with high or low FASN, ACC, ACSS2 andSCD expression.

**Additional File 1：Fig. S1-S5**

**Fig. S1**

**
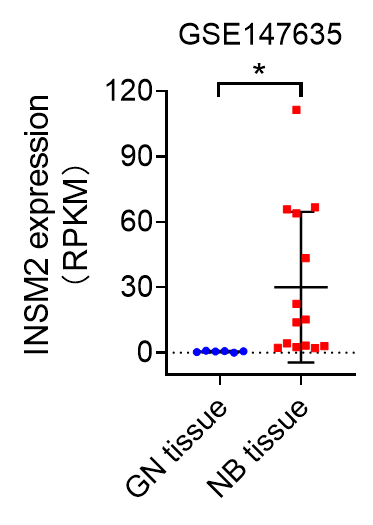
**

**Fig. S1.** INSM2 expression in GN tissue and NB tissue (GSE147635).

**Fig. S2**

**
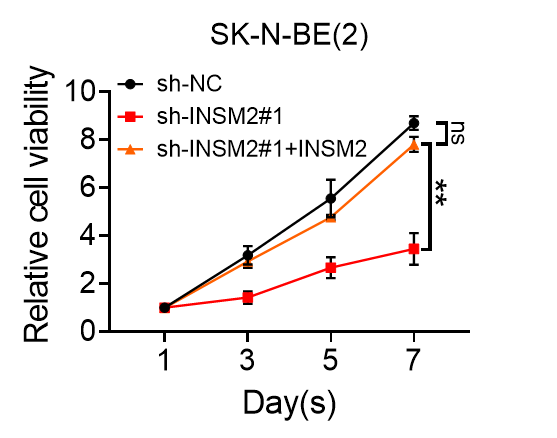

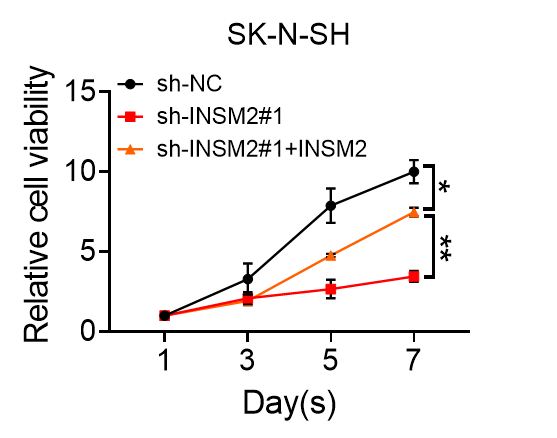
**

**Fig. S2.** SK-N-BE(2) and SK-N-SH cells were infected with sh-NC or sh-INSM2 or sh-INSM2+INSM2. The cells were harvested for CCK-8 colorimetric assay.

**Fig. S3**

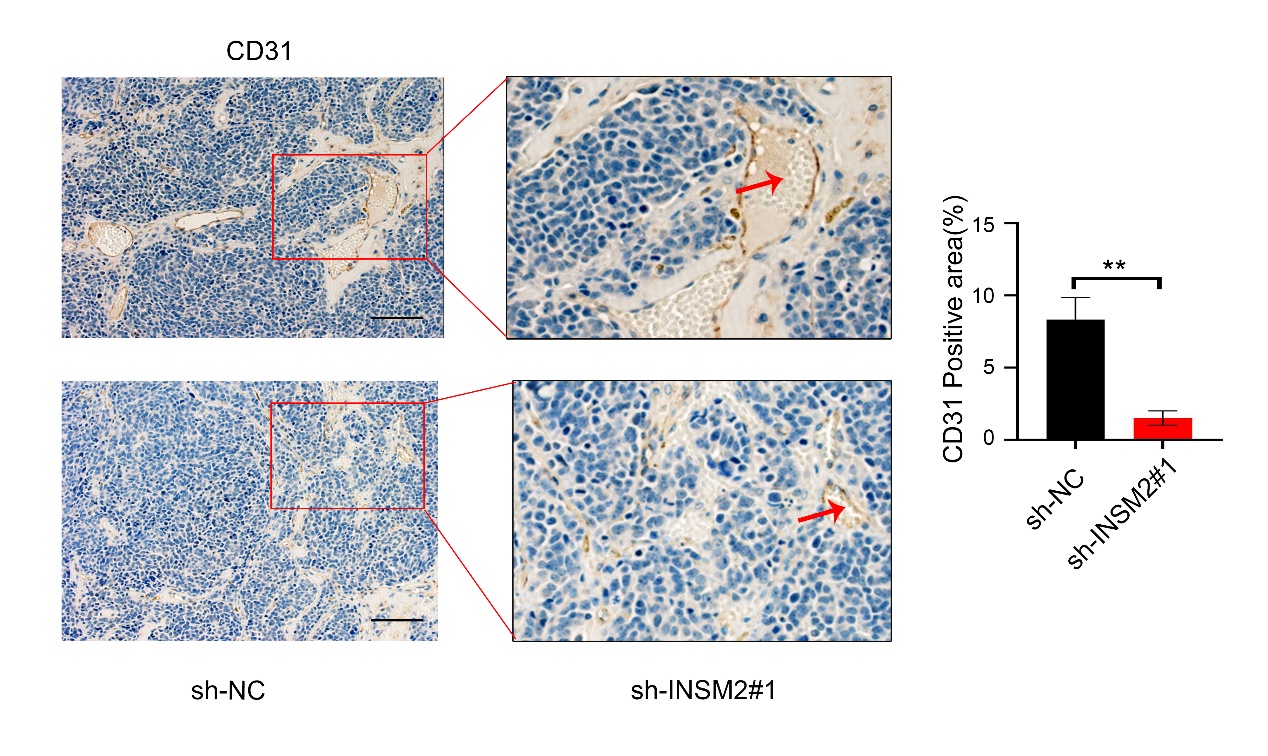
 **Fig. S3.** IHC analysis for CD31.

**Fig. S4**

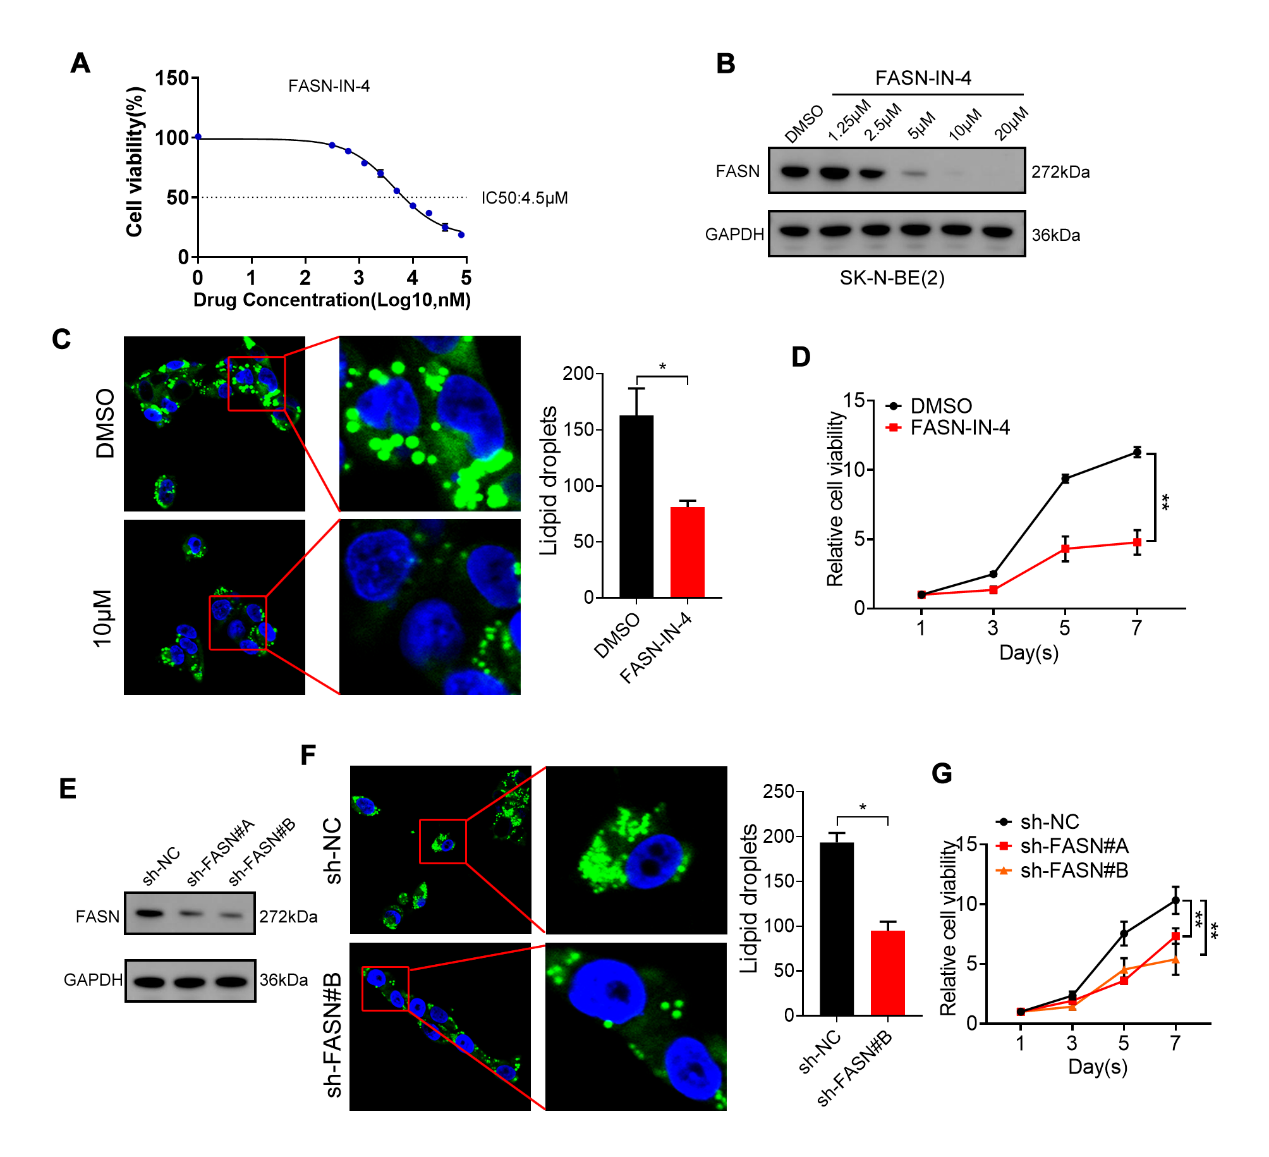

**Fig. S4. Lipid metabolism-related gene FASN affects the growth of NB. A** Cell viability and the IC50 value of NB cells treated with escalating dosages of FASN-IN-4 for 48 hours. **B** Western blotting analysis of FASN levels in NB cells treated with increasing doses of FASN-IN-4 for 48 h. **C** Confocal images(left) of lipid droplet and quantification(right) in SK-N-BE(2) cells treated with FASN-IN-4. **D** SK-N-BE(2) cells were treated with FASN-IN-4 or DMSO. The cells were harvested for CCK-8 colorimetric assay. **E** Western blotting analysis of FASN levels in NB cells infected with sh-NC or sh-FASNs. **F** Confocal images(left) of lipid droplet and quantification (right) in SK-N-BE(2) cells infected with sh-NC or sh-FASNs. **G** SK-N-BE(2) cells were infected with sh-NC or sh-FASNs. The cells were harvested for CCK-8 colorimetric assay.

**Fig. S5**

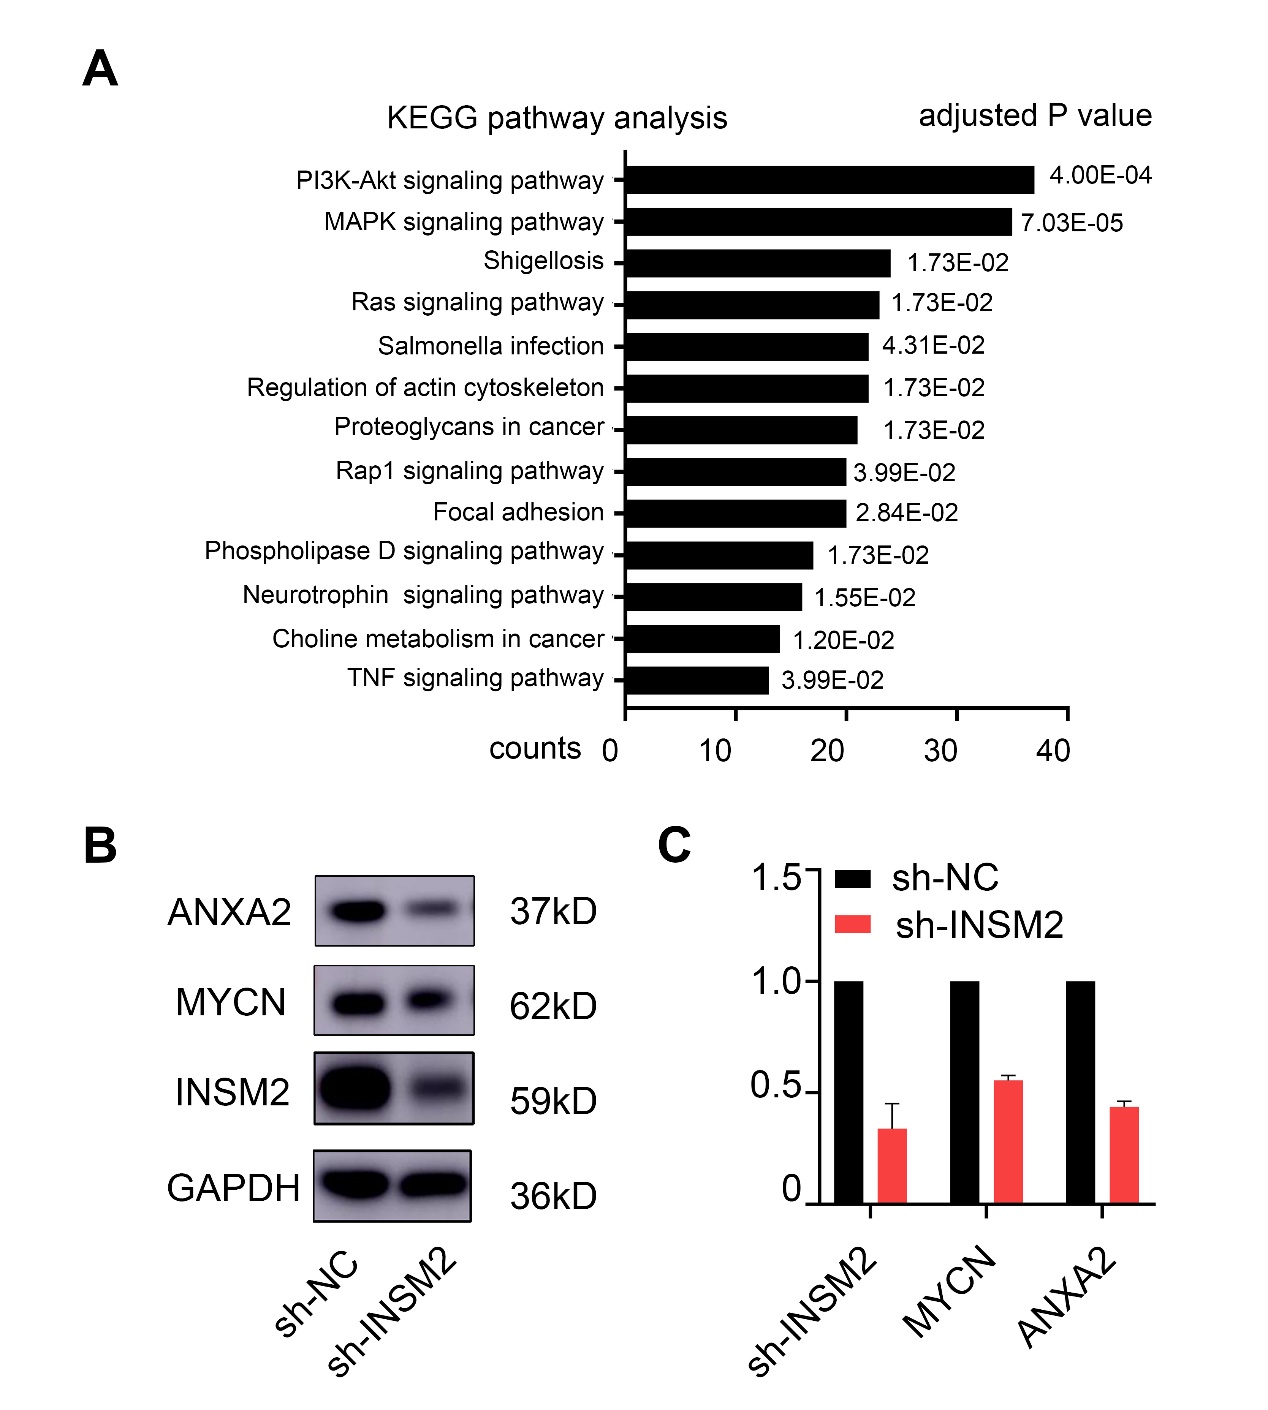

**Fig. S5. A** KEGG pathway analysis of the differentially expressed genes. **B-C** qPCR and Western blot analysis of the expression for oncogenes of NB (MYCN and ANXA2) after knockdown of INSM2.

**Fig. S6**

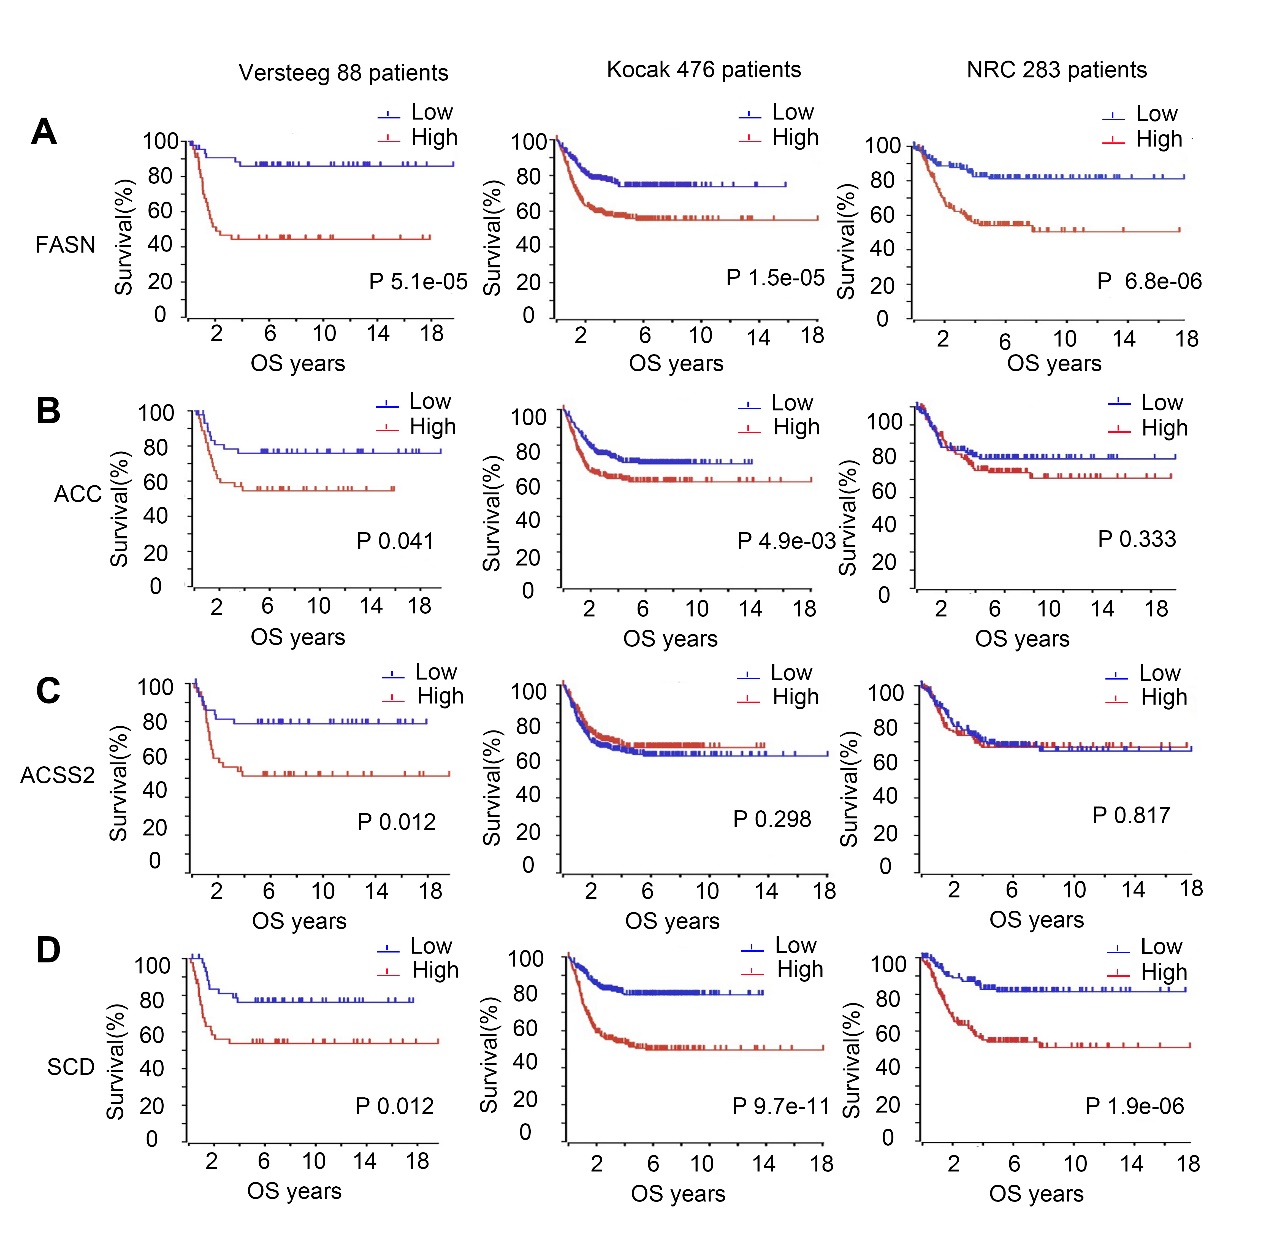
 **Fig. S6. A-D** Kaplan-Meier curves indicating the survival of NB patients with high or low FASN, ACC, ACSS2 and SCD expression.

# Supplementary material for: Super-enhancer-associated INSM2 regulates lipid metabolism by modulating mTOR signaling pathway in neuroblastoma
**Source:** Cell Biosci. 2022 Sep 16;12:158. doi: 10.1186/s13578-022-00895-3
**Supplement:** Supplementary file 6 — Additional file 6: The information ofall cell lines used in the study.

Additional File 6： The information of all cell lines used in the study.

| **name** | **company** | **source** | **Homo sapiens** | **cultures** |
| --- | --- | --- | --- | --- |
| SK-N-BE(2) | National Collection of Authenticated Cell Cultures | Neuroblastoma | Human | DME/F12+15% FBS |
| SH-SY5Y | National Collection of Authenticated Cell Cultures | Neuroblastoma | Human | MEM+10% FBS |
| IMR32 | National Collection of Authenticated Cell Cultures | Neuroblastoma | Human | MEM+10% FBS |
| SK-N-SH | National Collection of Authenticated Cell Cultures | Neuroblastoma | Human | DMEM+10% FBS |
| 293FT | National Collection of Authenticated Cell Cultures | Kidney | Human | DMEM+10% FBS |
| SBC-2 | National Collection of Authenticated Cell Cultures | [small-cell lung carcinoma](file:///C:/Users/admin/AppData/Local/Programs/baidu-translate-client/resources/app.asar/app.html#/#) | Human | RPMI-1640+10% FBS |
| NCI-H446 | National Collection of Authenticated Cell Cultures | [small-cell lung carcinoma](file:///C:/Users/admin/AppData/Local/Programs/baidu-translate-client/resources/app.asar/app.html#/#) | Human | RPMI-1640+10% FBS |
| NCI-H209 | National Collection of Authenticated Cell Cultures | [small-cell lung carcinoma](file:///C:/Users/admin/AppData/Local/Programs/baidu-translate-client/resources/app.asar/app.html#/#) | Human | RPMI-1640+10% FBS |
| NCI-H69 | National Collection of Authenticated Cell Cultures | [small-cell lung carcinoma](file:///C:/Users/admin/AppData/Local/Programs/baidu-translate-client/resources/app.asar/app.html#/#) | Human | RPMI-1640+10% FBS |
| ESO26 | National Collection of Authenticated Cell Cultures | Esophageal adenocarcinoma | Human | RPMI-1640+10% FBS |
| OACP4C | National Collection of Authenticated Cell Cultures | Gastric cancer | Human | Ham's F-12＋10% FBS |
| AGS | National Collection of Authenticated Cell Cultures | Gastric cancer | Human | Ham's F-12＋10% FBS |
| HGC27 | National Collection of Authenticated Cell Cultures | Gastric cancer | Human | RPMI-1640＋20% FBS |
| MGC803 | National Collection of Authenticated Cell Cultures | Gastric cancer | Human | RPMI-1640＋20% FBS |
| HOS | National Collection of Authenticated Cell Cultures | Osteosarcoma | Human | MEM＋10% FBS |

# Supplementary material for: Super-enhancer-associated INSM2 regulates lipid metabolism by modulating mTOR signaling pathway in neuroblastoma
**Source:** Cell Biosci. 2022 Sep 16;12:158. doi: 10.1186/s13578-022-00895-3
**Supplement:** Supplementary file 7 — Additional file 7: List of all primers used in the study.

| **Additional File 7： List of all primers used in the study.** | | |
| --- | --- | --- |
| **Gene name** |  | Primers Sequence |
| INSM2 | F | CGAGAATGGCTTGGAGAAAACA |
|  | R | GAAGCTGTCAGCGTTGACCGTG |
| MYCN | F | ACCCGGACGAAGATGACTTCT |
|  | R | CAGCTCGTTCTCAAGCAGCAT |
| ANXA2 | F | GAGCGGGATGCTTTGAACATT |
|  | R | TAGGCGAAGGCAATATCCTGT |
| FASN | F | GCTGGAAGGAGGAAGAGGTT |
|  | R | CTCGAGTGGTCCGTGAGTTT |
| ACC | F | CCCTTGCACATACACAATGC |
|  | R | GGATGGAGGTGGGGTTAAAT |
| ACSS2 | F | AGCGAGCATCCCCCAAAGTT |
|  | R | GGGCACGAAGGCTCATCATT |
| SCD | F | CTCAGTTCCTACGCTTCGCAT |
|  | R | GTCGAGGTCAGTGAACAGCA |
| **Gene name** |  | **shRNA sequences** |
| sh INSM2#1 |  | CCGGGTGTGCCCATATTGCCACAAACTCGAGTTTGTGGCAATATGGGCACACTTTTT |
| sh INSM2#2 |  | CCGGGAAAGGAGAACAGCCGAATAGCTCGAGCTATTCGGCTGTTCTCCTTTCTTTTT |
| sh INSM2#3 |  | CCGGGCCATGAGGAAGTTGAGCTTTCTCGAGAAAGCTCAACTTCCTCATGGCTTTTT |
| sh FASN#A |  | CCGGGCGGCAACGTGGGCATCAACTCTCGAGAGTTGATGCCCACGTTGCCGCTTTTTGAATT |
| sh FASN#B |  | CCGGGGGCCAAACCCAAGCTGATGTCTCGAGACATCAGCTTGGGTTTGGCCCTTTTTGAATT |

# Supplementary material for: Super-enhancer-associated INSM2 regulates lipid metabolism by modulating mTOR signaling pathway in neuroblastoma
**Source:** Cell Biosci. 2022 Sep 16;12:158. doi: 10.1186/s13578-022-00895-3
**Supplement:** Supplementary file 8 — Additional file 8: Supplementary materials and methods.

**Additional File 8：Supplementary materials and methods**

**Cell proliferation measurement**

48 hours after transfection with siRNA, SK-N-BE(2) and SK-N-SH cells were seeded in 96-well plate (2x10^3^per well). The number of viable cells at different time periods was counted by the Cell Counting Kit-8 (CCK-8) Assay Kit (Beyotime, C0038) according to the manufacture's instructions. In brief, 200uL CCK-8 solution were added into each well and incubated for 1 h at 37℃. The absorbance at 450 nm was read using the MRX Microplate Reader (Dynex Technologies). Experiments were conducted at least 3 times with 3 replicates for each group.

**Colony formation**

Briefly,NB cells were added to the 6-well plates at 2000 cells per well with 2 ml medium and cultured at 37°C for 2 weeks. Cells were fixed in 4% Paraformaldehyde (PFA), and stained with 0.1% Crystal Violet (C8470, Solarbio, Beijing, China). Total number of colonies per well were counted. Three independent replicates were performed.

**Immunohistochemistry (IHC)**

The slides were deparaffinized in xylene, then dehydrated with graded ethanol after 1 hour in an incubator at 60 °C. The antigen was then extracted using a boiling citrate buffer (0.01 M, pH 6.0). After three 5-minute rinses in PBS (pH 7.5), Then, use the UltraSensitive SP (Mouse/Rabbit) IHC Kit and DAB Plus Kit to complete the procedure. Each tissue section's staining results were viewed using an Olympus BX41 imaging equipment, and the proportion of positive cells (P) was multiplied by the intensity of the staining (I). The following antibodies were used: INSM2 (ab91568, Abcam), Ki-67 (GB111499, Servicebio), Cleaved Caspase-3(GB11009-1, Servicebio), CD31(GB13428, Servicebio).

**Full quantitative lipomics detection of human neuroblastoma cells**

were homogenized 60s with 400 μL water. 190μL of water was mixed with the 10μL of homogenate, and then 480μL of internal standard extract was added. The samples were vortexed for 60 s and then sonicated in an ice-water bath for 10 min. centrifuged at 4°C for 15 min at 3000 rpm. 250 μL of supernatant was transferred to a new test tube. The remaining samples were added to 250 μL MTBE, then vortexed, sonicated, centrifuged, and then 250 μL of supernatant was removed. Repeat twice. The supernatant was mixed and dried in a vacuum concentrator at 37°C.The dried samples were reconstituted in 100 μL of resuspension buffer (DCM: MeOH: H2O = 60:30:4.5) and sonicated on ice for 10 min. The supernatant was then centrifuged at 12,000 rpm for 15 min at 4 °C and 30 μL was transferred to a fresh glass vial for LC/MS analysis. Quality control (QC) samples were prepared by mixing equal amounts of supernatant.

The UHPLC separation was carried out using a SCIEX ExionLC series UHPLC System. The mobile phase A consisted of 40% water, 60% acetonitrile, and 10 mmol/L ammonium formate. The mobile phase B consisted of 10% acetonitrile and 90% isopropanol, and 10 mmol/L ammonium formate. The column temperature was 40 ℃. The auto-sampler temperature was 6 ℃, and the injection volume was 2 μL.

AB Sciex QTrap 6500+ mass spectrometer was applied for assay development. Typical ion source parameters were: IonSpray Voltage: +5500/-4500 V, Curtain Gas: 40 psi, Temperature: 350℃, Ion Source Gas 1:50 psi, Ion Source Gas 2: 50 psi, DP: ±80V.

Skyline 20.1 Software was employed for the quantification of the target compounds. The absolute content of individuals lipids corresponding to the IS was calculated on the basis of peaks area and actual concentration of the identical lipid class internal standard (IS), and then absolute content was obtained from diverse internal standard (IS) averaged of the identical lipid class.

How the deposited data were processed for this re-analysis (not part of the article)

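RNA of SK-N-BE(2) cells with sh-INSM2 (2 libraries) and sh-NC (2 libraries) was sequenced. Novogene prepared and sequenced the libraries and filtered the reads. The authors then made one table of raw counts per Ensembl gene, which they deposited without normalization, with a column for each library. The aligner is named only as hisat, in the column names of Additional file 2, and the gene coordinates there are those of GRCh38. The paper's text does not name the counting tool, the annotation release, or whether the counting used strand. Reads of genes that share exons, of antisense pairs, of pseudogenes and of copies on alternative contigs can therefore be assigned to either gene. Every per-sample column of the table was mapped to a library by its name, and the condition of each library was taken from its label and the paper. The label names INSM2 but no hairpin, and sh-INSM2#1 was taken from Fig. 5E.

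The counts summed to between 35224045 and 38697833 per library. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes passed filterByExpr, library sizes were scaled by TMM (factors 1.0209 and 1.0129 for sh-INSM2, 0.9855 and 0.9812 for sh-NC), and sh-INSM2 was compared with sh-NC by the quasi-likelihood F-test with robust estimation. Genes were called at a Benjamini-Hochberg adjusted p of 0.05 and an absolute log2 fold change of 0.5, the thresholds of the Fig. 5A legend. The standard error of a log2 fold change is its size divided by the square root of the F statistic. With 2 libraries in each group, all p-values rest on a spread estimated across genes, since an exact test of one gene cannot go below a share of 33.3%. A fold change against a group with 3 or fewer counts in each library was given as a lower bound against 3 counts.

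Gene symbols, coordinates and transcripts came from GENCODE 29, which holds 56591 of the listed genes and 17993 of the 19192 tested genes. Of the tested genes, 2892 had no symbol, and 154 of these were called. Exons overlapped those of another expressed gene on the same strand in 2295 tested genes (12%) and in 152 of the 1325 called genes (11.5%). For each such locus the counts of its genes were summed and tested again, and 50 of the 152 called genes had a sum called in the same direction.

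The 13 gene lists were cholesterol biosynthesis enzymes, SREBP regulators and sterol uptake, fatty acid synthesis, glycerolipid synthesis, sphingolipid synthesis, fatty acid oxidation, mTORC1 components and regulators, ATF4 targets, the genes of the Fig. 5E heatmap, G2/M genes, interferon-stimulated genes, adrenergic neuroblastoma factors and mesenchymal neuroblastoma genes. Each was tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01. The lists, the thresholds, the design, the rule for the genes named and all alternatives except 3 were fixed before the data were examined. Named were INSM2, the genes the paper names beside the RNA-seq, MEIS2, GATA3 and HAND2. A result under this rule is not reported here. Genes with a mean of 100 or more counts, past both thresholds and with no overlap between the groups, were named if they had one of the 5 largest falls, 5 largest rises or 5 smallest p-values.

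For each hairpin of Additional file 7, the 7-base site of bases 2 to 8 of the guide strand was searched in the 3′ UTR of the longest transcript of 13952 tested genes. The shift is the median log2 fold change of genes with the site minus that of genes without, and it was ranked among all 7-base words present in as many or more genes.

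The alternatives were size factors by RLE, library size alone, no filter on low counts, 10 or more counts in every library, a replicate block, each library left out, DESeq2 1.42.0, other p-value and fold-change thresholds, glmTreat, fry, an estimated inter-gene correlation, and other sites and regions for the hairpins. The 3 added after seeing the data were DESeq2 on all listed genes, summed counts of overlapping genes, and lists without genes that hold TATTGCC or ATTGCCA in the 3′ UTR.

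The tests were tested on simulated data with known changes. With 200 of 19052 genes changed, edgeR recovered 190 and called 5 unchanged genes, and DESeq2 recovered 186 and called 5. Camera gave an unadjusted p below 0.05 to 2 of 200 unchanged lists and found 20 of 20 lowered lists. The simulated genes were drawn independently and with the same spread, so these numbers do not test the preset inter-gene correlation. Fewer genes were changed than the 4426 past the adjusted p-value in the data. The ranking of words put a planted shift of −0.08 first for 20 of 20 words over 13952 genes, and 2 of 20 words without a planted shift ranked in the lowest 5%.

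The patient data, the lipid measurements, the qPCR and the Western blots were not analysed here. The hallmark and KEGG sets and the sequence of the sh-NC hairpin were not used here. Python 3.11.15 was used for the sequence searches and the figures.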

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

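Of the tests in this part, those of the guide strand's planned seed site were chosen beforehand, and all others were chosen after the result was seen.

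In the sh-INSM2 libraries, 252 genes were called lower and fell by more than INSM2, the targeted gene, a pattern the paper does not discuss. Across all tested genes with a 3′ UTR, silencing through the usual seed of the sh-INSM2#1 guide strand is argued against. Genes with its site, GCCACAA, in the 3′ UTR had a shift of −0.0043, and the site ranked at 37.1% among 7-base words present in as many or more genes. How many of the 252 genes hold this site was not counted, so such silencing of part of them stays open. Low counts are argued against for most of them, since 145 of the 252 genes had a mean of 100 or more counts. Reads of overlapping genes are argued against for the 214 that share exons with no other expressed gene. Long matches to the hairpin are argued against for 202 of the 204 falling genes with a transcript, which hold no match of 11 or more bases. The other 2 are 0.98% of these genes, and 0.74% of tested genes hold such a match. Of the 104 genes with such a match, 11.5% (12 genes) were called lower, against 4.6% of all tested genes with a transcript, so a part for genes with long matches stays open. However, 86 of the 104 also hold TATTGCC or ATTGCCA, among them 9 of the 12 called lower. Of the 18 with neither word, 3 were called lower, so long matches are not separated from these words. A guide strand that starts further along the antisense arm, at base 5, remains a candidate explanation for part of them. Of the 201 such genes with a 3′ UTR, 62 held TATTGCC or ATTGCCA there, against a median of 37 and a highest number of 57 in 10000 random lists matched on 3′ UTR length and mean count. Direct silencing by such a guide is argued against for the 43 genes with neither ATTGCC nor TTGCCA in the 3′ UTR or coding sequence. A response to the loss of INSM2 stays open and untested, because a single hairpin against INSM2 was sequenced and its effects and those of the loss of INSM2 always go together.

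Genes with TATTGCC or ATTGCCA in the 3′ UTR, a set the paper does not discuss, were lower with sh-INSM2 than genes without, with a shift of −0.076 in the median log2 fold change (2394 of 13952 genes). Along the antisense arm, TATTGCC (−0.081) ranked 1 of 8561 words and ATTGCCA (−0.075) 1 of 5484, and TATTGCCA (−0.13, 515 genes) ranked 1 of 20445 8-base words. Of the called lower genes with a 3′ UTR 33.6% held either word, of the higher 12.3%, and of the genes not called 16.5%. The length and GC content of the 3′ UTR are argued against, since the shift was −0.070 after the medians of bins of both were removed. A single deviating library is argued against, since the shift against the mean of sh-NC was −0.076 and −0.087 in the sh-INSM2 libraries, whereas it was −0.0077 between the sh-NC libraries and 0.013 between the sh-INSM2 libraries. An endogenous site TTGCCAA, which shares bases with these words, is argued against as the whole cause, since the 289 genes with TATTGCC and without TTGCCA had a shift of −0.082. The 890 genes with TTGCCAA and without ATTGCC had a shift of −0.050, so a part of that kind stays open. TTGCCAA would also be a seed site of a guide strand that starts at base 4 of the antisense arm. The shift of these 890 genes therefore does not separate an endogenous site from the hairpin. A guide strand that starts at base 5 of the antisense arm (TGGCAATATGGGCACAC) may explain the shift. Such a guide has the 2 words as its seed sites. ATTGCCA would also be a site of a guide that starts at base 4. In the 3′ UTR, TTGCCAC (−0.0388) ranked 7 of 6020 words and TGCCACA (−0.037) 4 of 3300. Both share bases with ATTGCCA and would be sites of a guide that starts at base 3. Guides with other starts are therefore not excluded. In genes with neither TATTGCC nor ATTGCCA in the 3′ UTR, those with either of them in the coding sequence had a shift of −0.048 (1919 of 11558 genes). The coding sequence was searched with the same words of the arm. Among 13423 7-base words present in the coding sequence of 500 or more genes, ATTGCCA ranked 3 from the lowest (−0.0458) and TATTGCC 5 (−0.0414). The lowest, TGCGCGA (−0.0485), is not part of the hairpin target. The largest rise among 7-base words present in the 3′ UTR of 500 or more genes was that of GTCGCCC (0.081). The sequence of the sh-NC hairpin was not used here, so whether that rise comes from the control hairpin was not tested.

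LAPTM4A, which the paper does not discuss, had the smallest p-value of all genes and a log2 fold change of −1.59. A long match to the hairpin is argued against, since its longest match is one that 44.4% of tested genes equal or exceed. It holds neither TATTGCC nor ATTGCCA. It does hold TTGCCA 4 times, a number that 9.4% of genes reach, so that a guide strand that starts at base 5 and a response to the loss of INSM2 cannot be told apart for this gene, as no second hairpin was sequenced.

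ISY1-RAB43 was at least 149.9-fold higher with sh-INSM2, with no count in either sh-NC library, and the paper does not discuss it. Reads of overlapping genes that were assigned to another gene may account for this. The summed counts of ISY1, RAB43 and ISY1-RAB43 had a log2 fold change of 0.034, in a test that would have shown a rise of the locus. RAB43 fell by 4.15 on the log2 scale at the same time, from 147 and 188 counts with sh-NC to 9 and 10 with sh-INSM2. A change of transcript choice within the locus and a change in how reads were assigned give the same result in counts per gene and cannot be told apart.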

How the results depend on the processing

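The alternative that leaves out genes with TATTGCC or ATTGCCA, the DESeq2 fit to all listed genes and the sum over overlapping genes were chosen after the results were seen.

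INSM2 was lower and past both thresholds in the 6 refits (RLE, library size alone, no filter, 10 or more counts, replicate block and DESeq2), with log2 fold changes from −0.83 to −0.78, and it is under a log2 fold change of 1. It stayed at −0.83 with each library left out. Of the 1325 genes called, 1317 were also called with RLE size factors, 1170 with library size alone, 1158 without the filter, 1213 with 10 or more counts in every library and 1012 with DESeq2. Library size alone gave 570 lower and 740 higher genes. Summing overlapping genes gave 692 and 596. Without a fold-change threshold 4426 genes were called, 2474 lower and 1952 higher, and with a log2 fold change of 1 they were 358, 148 lower and 210 higher. The test against 0.5 (glmTreat) called 225, 137 lower and 88 higher. Unadjusted p-values gave 961 higher genes, and DESeq2 on all listed genes gave 391. The fold-change thresholds, glmTreat and the unadjusted p-values change these numbers by construction. Library size alone lacks the TMM factors, and log2 fold changes rose alike, from −0.8308 to −0.7823 for INSM2 and from −0.3752 to −0.3267 for FASN. Such a rise moves genes from lower to higher. For DESeq2 the cause was not tested.

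The replicate numbers are shared between the groups, but the deviations of same-numbered libraries had a correlation of 0.0246 across genes over 2 pairs, so the numbers do not pair the samples. With a replicate block, 694 genes were lower and 554 higher, 1210 of them called in the fit without it, and the block changed no call of a gene list.

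When camera estimated the inter-gene correlation, the lists of cholesterol (−0.26), SREBP (−0.34), fatty acid synthesis (−0.36), ATF4 targets (−0.27), Fig. 5E (−0.69), G2/M (−0.25) and mesenchymal genes (−0.27) kept these medians and no longer passed, with camera adjusted p-values from 0.0965 to 0.169. With fry they passed, and the sphingolipid list (−0.045) did too (fry adjusted p = 0.0183). The lists near 0 reversed with library size alone, to 0.035 for glycerolipid, 0.0041 for sphingolipid, 0.028 for fatty acid oxidation and 0.013 for adrenergic genes. That scaling lacks the TMM factors, which raise or lower all genes of a library alike. Leaving out genes with either word brought the mTORC1 list to 0.092 (camera adjusted p = 0.0279), past the threshold, and reversed the adrenergic list to 0.027. It took RRAGA (−0.75), DEPTOR (−0.43), TSC2 (−0.35) and TBC1D7 (−0.32) out of the mTORC1 list, all of them lower. From the adrenergic list it took KLF7 (−0.40) and TFAP2B (−0.11). Why these genes fell was not tested.

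Across the 4 fits that each left out one library, which allow no p-value, the list medians ran from −0.29 to −0.24 for cholesterol, from −0.36 to −0.31 for SREBP, from −0.34 to −0.24 for fatty acid synthesis, from −0.29 to −0.20 for ATF4 targets, from −0.69 to −0.67 for Fig. 5E, from −0.26 to −0.20 for G2/M and from −0.37 to −0.25 for mesenchymal genes. They ran from −0.013 to 0.059 for glycerolipid, reversed at 0.02 without sh-INSM2 replicate 1 and at 0.059 without sh-NC replicate 2. They ran from −0.17 (without sh-NC replicate 1) to −0.0033 for sphingolipid, from −0.096 (without sh-INSM2 replicate 2) to −0.0039 for fatty acid oxidation, from 0.043 to 0.082 (without sh-NC replicate 2) for mTORC1, from −0.054 (without sh-INSM2 replicate 1) to −0.017 (without sh-INSM2 replicate 2) for adrenergic factors and from −0.49 to −0.32 (without sh-INSM2 replicate 1) for interferon-stimulated genes. The cause was not tested. Depth limits the genes with few counts. CDS1, at 0.373 ± 0.229 CPM (SD, n = 2) with sh-NC, had a log2 fold change of 1.44 (standard error 0.492, edgeR adjusted p = 0.0544 over all genes), which passed when adjusted over the list alone and not over all genes.

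Of the 47 named genes, 0 reversed. With a library left out, 18 of them moved by more than the spread between replicates, in 21 fits. Under the other alternatives 3 fell below a threshold, namely APOE in 4 fits, 1 of them with the replicate block, FADS2 with library size alone and CERS1 without the filter. The seed shift of sh-INSM2#1 ran from −0.0043 to 0.0018. The seed shifts of the 4 hairpins not used in these libraries ran from −0.046 to 0.066 and moved in 10 settings. The chi-square ratio between replicates was 4.80 for sh-NC and 9.91 for sh-INSM2 at 100 or more counts.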

Differences from the paper's values

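The DESeq2 fit to all listed genes and the sum over overlapping genes were chosen after the results were seen.

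The paper reports 394 upregulated genes, against 600 here. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's without the filter on low counts (517), with the replicate block (554) and with DESeq2 (431), and it was not with RLE size factors (601), library size alone (740), 10 or more counts in every library (614), unadjusted p-values (961), no fold-change threshold (1952), a log2 fold change of 1 (210) or glmTreat (88). DESeq2 on all listed genes, chosen after seeing the values, gave 391 higher and 567 lower genes. The sum over overlapping genes, also chosen afterwards, gave 596 higher genes. The paper's 566 downregulated genes stand against 725 here, which is within 1.5 times.

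The paper's qPCR, another assay, shows mRNA relative to sh-NC of about 0.34 for INSM2 in Fig. 5G, read by eye, against 0.562 in the RNA-seq counts. For FASN it shows about 0.45 in Fig. 5G, read by eye, against 0.771. For ACSS2 it shows about 0.38 in Fig. 5G, read by eye, against 0.667. For SCD it shows about 0.24 in Fig. 5G, read by eye, against 0.65. For ACC it shows about 0.31 in Fig. 5G, read by eye, against 0.729 for ACACA. None of the alternatives set before the data were examined closed these gaps. For SREBF1 it shows about 0.54 in Fig. 5G, read by eye, against 0.526, which is no difference.

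The legend of Fig. 5E calls its genes differentially expressed. SCD5 had a log2 fold change of −0.069 here (edgeR adjusted p = 0.451) and was called under none of the alternatives run. FASN (−0.38), LSS (−0.34), MVD (−0.33), CD9 (−0.29) and SQLE (−0.28) were past the edgeR adjusted p-value and not past the fold-change threshold, and were called only where no fold-change threshold was set. Fig. 6E marks DGAT2 as not changed, and it had a log2 fold change of −0.71 here (edgeR adjusted p = 0.000184). The paper's own Additional file 2 gives −0.71 for DGAT2 and marks it as down. The paper describes repression of mTOR signaling by GSEA with a hallmark set. The list of mTORC1 components used here, which is not that set, had a median of 0.046 (camera adjusted p = 0.684), and no alternative gave it a median below 0. It holds genes that act in the pathway, not genes that respond to it. Its median therefore cannot decide whether mTOR signaling was repressed. The heading of Additional file 3 gives an absolute log2 fold change above 1, and 118 of its 134 genes were under 1 here. The heading inside its sheet names a knockdown of TTC8, not of INSM2, and all 134 genes were past both thresholds of 0.05 and 0.5 here.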

Other observations

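In this part the interferon test was chosen before its result was seen, and the tests on summed loci and on lists without words of the hairpin were chosen afterwards.

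The share of lipid genes that the sh-INSM2#1 hairpin itself could lower was weighed by leaving out genes with TATTGCC or ATTGCCA in the 3′ UTR or coding sequence. As the whole cause of the lower lists, direct silencing at these words is argued against. That silencing would come from a guide strand that starts at base 5 of the antisense arm. Indirect effects of such a guide, silencing through shorter sites and silencing by guides with another start, with sites such as TTGCCAC, were not tested. The remaining 14 cholesterol enzymes had a median log2 fold change of −0.14 and 12 were lower, and 2.31% of 10000 random lists of genes without these words, matched on mean count, were as low. The remaining 5 SREBP regulators had a median of −0.35, 5 of them lower, and 0.12% of random lists were as low. The remaining 11 fatty acid synthesis genes had a median of −0.23, with 9 lower, and 0.32% of random lists were as low. The cholesterol and fatty acid medians are nearer 0 than with all genes, so a contribution of the hairpin to part of these falls stays open. SREBF1 and FASN hold neither word in the 3′ UTR or coding sequence, whereas SCD holds both in the 3′ UTR.

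An interferon response to the hairpin RNA, relative to sh-NC, is argued against. The 10 tested interferon-stimulated genes had a median log2 fold change of −0.49, with 8 lower and 2 higher (camera adjusted p = 0.265), and −0.32 without sh-INSM2 replicate 1. Adjusted over all genes and adjusted over the list alone, 1 gene was lower and 0 were higher. Both groups carry a hairpin, so a response common to both would not be seen.

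Among the other lists, all 20 G2/M genes were lower, with a median of −0.25 (camera adjusted p = 3.9e-10). Of these 17 were past the edgeR adjusted p-value over all genes, 18 adjusted over the list alone, and 0 passed the fold-change threshold. The ATF4 targets had a median of −0.27 (camera adjusted p = 2.5e-06), with 14 of 17 genes lower and 10 past the edgeR adjusted p-value, over all genes and adjusted over the list alone. The mesenchymal neuroblastoma genes had a median of −0.27 (camera adjusted p = 8.6e-06), with 10 of 13 lower. Adjusted over all genes, 7 of them were lower and 1 higher, against 9 and 1 adjusted over the list alone. The adrenergic factors had a median of −0.036 (camera adjusted p = 0.552), with 8 of 14 lower. Of these factors, HAND2 was at 0.065, GATA3 at −0.10 and MEIS2 at −0.36. Adjusted over all genes, 5 adrenergic factors were lower and 2 higher, against 6 and 2 adjusted over the list alone. For the 3 lower lists, direct silencing at TATTGCC or ATTGCCA is argued against as the whole cause. Without genes that hold TATTGCC or ATTGCCA in the 3′ UTR or coding sequence, 15 G2/M genes had a median log2 fold change of −0.21, with 15 lower, and 0.04% of the random lists were as low. The 15 ATF4 targets left had a median of −0.26, with 12 lower, and 0 of the random lists were as low. The 6 mesenchymal genes left had a median of −0.28, with 5 lower, and 0.87% of the random lists were as low. Silencing through shorter sites or by guides with another start, indirect effects of the hairpin and a response to the loss of INSM2 stay open and untested.

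For 2 of the genes with the largest falls, RNASEK-C17orf49 and ENSG00000259522, reads assigned to overlapping genes may account for the fall. The summed counts of their loci had log2 fold changes of 0.15 and −0.051, and neither locus was called. Of the 82 called genes with an absolute log2 fold change of 2 or more, 18 share exons with another expressed gene.

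Mitochondrial genes took 6.08% and 7.27% of the counts in the sh-INSM2 libraries and 8.18% and 8.26% in the sh-NC libraries. The 10 genes with the most counts took 7.15% and 8.01% with sh-INSM2 and 8.74% and 8.81% with sh-NC. No explanation was tested for this difference.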
